# Skin Multi-Omics-Based Interactome Analysis: Integrating the Tissue and Mucus Exuded Layer for a Comprehensive Understanding of the Teleost Mucosa Functionality as Model of Study

**DOI:** 10.3389/fimmu.2020.613824

**Published:** 2021-02-04

**Authors:** Felipe E. Reyes-López, Antoni Ibarz, Borja Ordóñez-Grande, Eva Vallejos-Vidal, Karl B. Andree, Joan Carles Balasch, Laura Fernández-Alacid, Ignasi Sanahuja, Sergio Sánchez-Nuño, Joana P. Firmino, Leonardo Pavez, Javier Polo, Lluis Tort, Enric Gisbert

**Keywords:** microarrays, multi-omics analyses, functional networks, integrative analysis, immune response, histology, skin mucosa, functional diet

## Abstract

From a general structural perspective, a mucosal tissue is constituted by two main matrices: the tissue and the secreted mucus. Jointly, they fulfill a wide range of functions including the protection of the epithelial layer. In this study, we simultaneously analyzed the epithelial tissue and the secreted mucus response using a holistic interactome-based multi-omics approach. The effect of the gilthead sea bream (*Sparus aurata*) skin mucosa to a dietary inclusion of spray-dried porcine plasma (SDPP) was evaluated. The epithelial skin microarrays-based transcriptome data showed 194 differentially expressed genes, meanwhile the exuded mucus proteome analysis 35 differentially synthesized proteins. Separately, the skin transcripteractome revealed an expression profile that favored biological mechanisms associated to gene expression, biogenesis, vesicle function, protein transport and localization to the membrane. Mucus proteome showed an enhanced protective role with putatively higher antioxidant and antimicrobial properties. The integrated skin mucosa multi-interactome analysis evidenced the interrelationship and synergy between the metabolism and the exuded mucus functions improving specifically the tissue development, innate defenses, and environment recognition. Histologically, the skin increased in thickness and in number of mucous cells. A positive impact on animal performance, growth and feed efficiency was also registered. Collectively, the results suggest an intimate crosstalk between skin tissue and its exuded mucus in response to the nutritional stimulus (SDPP supplementation) that favors the stimulation of cell protein turnover and the activation of the exudation machinery in the skin mucosa. Thus, the multi-omics-based interactome analysis provides a comprehensive understanding of the biological context of response that takes place in a mucosal tissue. In perspective, this strategy is applicable for evaluating the effect of any experimental variable on any mucosal tissue functionality, including the benefits this assessment may provide on the study of the mammalian mucosa.

## Introduction

Skin is a stratified squamous epithelial surface strategically located at the interface with the external environment, where it has evolved to detect, integrate and respond to a diverse range of *stimuli* from the environment, including stressors and aggressions (1–3). Skin function is a crucial component for organism survival, acting like physical barrier as the outermost organ and requiring precise calibration of its responses with a high degree of local autonomy (4, 5). Described as the body’s largest organ, the vertebrate integument is a conserved organized structure consisting of the epidermis, dermis, and hypodermis (6, 7). Nonetheless, the skin of terrestrial and aquatic vertebrates has acquired differential specific adaptations because of its relationship with the environment. Whereas mammalian skin acquired dead keratinized cell layers, hair follicles, sweat glands but loosed mucus production capacity (8), the teleost skin presents mucous glands, which produce antifungal and antibacterial substances, and it also serves as an osmotic barrier (9). According to these characteristics, teleost mucosal surfaces may closely resemble type I mucosal surfaces of mammals, represented by the intestine, the respiratory tract and the uterus, exerting similar physiological (10) and immunological functions (11, 12). For instance, from an evolutionary point of view, regardless of their phylogenetic origin and tissue localization, mucosal immunoglobulins operate under the guidance of primordially conserved principles from fish to mammals (13). Moreover, the systematic exploration of fish skin models have been proposed as biologically, clinically and technologically relevant, opening interesting new opportunities for dermatological research (14). Regarding fish skin, it is well assumed that this interface tissue also acts as a multifunctional organ, playing roles in protection, communication, sensory perception, locomotion, respiration, ion regulation, excretion, and thermal regulation (15).

Research on mucosal tissues mainly tackled unique and evolved immune mechanisms of defense in mammals as well as in fish. The epithelial structure, including impermeable tight junctions, goblet cells distribution and density, or the different mucosa-associated lymphoid tissues (MALTs) are of major interest to understand mucosal properties in mammals (16, 17) as well as in fish species (13, 15, 18). The maintenance of these mucosal tissues in healthy conditions is complex and relies on a delicate balance between the diet, the commensal microbiota and the mucosa itself, including epithelia and the overlying mucus layer. Numerous studies have described the benefits of an adequate diet or the dietary additives to enhance human and animal condition and welfare, with special attention on gut health. However, efforts to intensify animal production of valuable species can lead to increased stress, limited growth performance and poor welfare; thus, the research for nutritional strategies focused on “functional feeds” is a priority task (19–22).

Spray-dried porcine plasma (SDPP) is an abattoir by-product obtained from animal blood after exclusion of cells, and subjected to concentration and spray drying (23). It has been widely used as a safe and high-quality feed ingredient for livestock, especially at the time of weaning because this ingredient promotes feed intake, somatic growth and reduces stress, as well as morbidity and mortality (23–26). Furthermore, several proteins with distinct functions have been found in SDPP such as immunoglobulins, albumin, growth factors and biologically active peptides, which mediated anti-inflammatory effects (27–29). Regarding aquatic species, several studies have reported that SDPP enhances growth in rainbow trout (*Oncorhynchus mykiss*) (30), gilthead seabream (*Sparus aurata*) (31) and Nile tilapia (*Oreochromis niloticus*) (32). These results may be attributed to its high digestibility, the improvement of feed intake and feed efficiency, as well as its content in growth promoting factors. Recently, the dietary inclusion of SDPP has shown to enhance innate immunity and antioxidant enzyme activities in gilthead seabream (31). These results are in agreement with gained evidence in higher vertebrates, which hypothesizes that SDPP protects the organism *via* the immune system or directly acting against pathogens (27).

Multi-omics approaches pursue the integration of different biological entities to understand their interrelation and the functioning of larger systems, and serve to identify new biomarkers in specific tissues (33–35). In general, all experimental ‘omics’ approaches can be considered to share some major features in contrast to traditional procedures. However, single omics analysis does not always provide enough information to understand the behavior and responsiveness of a cellular system. Therefore, a combination of multiple omics analyses, the so-called multi-omics approach, is required to acquire a precise picture of living organisms (36). ‘Omics’ are high-throughput, holistic, top-down methodologies and data-driven, which also attempt to understand the cell metabolism like an ‘integrated system’, rather than as mere collections of different parts by using information of the relationships between many measured molecular species (36). Several popular ‘omics’ platforms in tissue biological systems include transcriptomics, which measures mRNA transcript levels; proteomics, the set of proteins expressed by an organism, tissue, or cell; metabolomics, which determines abundance of small cellular metabolites; and interactomics, which integrates the whole set of molecular interactions in cells. To date, information regarding cellular metabolism has been acquired through application of individual ‘omics’ approaches (37), but scarce studies tackled on multi-omics data to analyze tissue functionality and none on mucosal tissues, including epidermal/epithelial cells and its mucus exudation.

The present study proposes a multi-omic analysis for the sustained dietary supplementation impacts of a functional diet including 3% of SDPP on fish skin mucosa. The fish model selected was the gilthead sea bream due to its well-known physiology and its high economical value. To propose an adequate description of the mucosal skin response, we combined several molecular biological disciplines that measure the entirety of biomolecules differentially expressed by means of skin transcriptomic analyses and the modification on mucus layer exudation by the analysis of the mucus proteome. Histological analyses for skin structure and mucous cell density, growth performance and feed efficiency parameters were also performed. Collectively, the results suggest the whole-mucosal interactome as a useful strategy for representing the beneficial effects of functional diets. Prospectively, this methodology arises as a promising alternative for the applicability of treatments upon the mammalian type I mucosal surfaces.

## Materials and Methods

### Diets

To assay how a functional diet would benefit skin mucosa functionality two diets were formulated as follows: a control diet (Diet C), equivalent to commercial diet containing 51% crude protein, 17% crude fat and 20.6 MJ/kg gross energy that fulfill the nutritional requirements of juvenile sea bream. Based on this basal formulation, another diet named Diet SDPP was manufactured where Fishmeal LT70 was substituted by 3% SDPP (Apetein GS, APC Europe SL, Granollers, Spain; **Table 1**). Diets were manufactured by Sparos Lda (Portugal). In brief, main ingredients were ground (<250 μm) in a micropulverizer hammer mill (Hosokawa Micron). Powder ingredients and oils were then mixed according to the target formulation in a paddle mixer (RM90; Mainca). All diets were manufactured by temperature-controlled extrusion (pellet sizes: 0.8 and 1.5 mm) by means of a low-shear extruder (P55; Italplast). Upon extrusion, all feed batches were dried in a convection oven (OP 750-UF; LTE Scientific) for 4 h at 45°C.

**Table 1:** Ingredient list and proximate composition on dry weight basis (%) of experimental diets.

Ingredients	Diets	
Ingredients (%)	Control	SDPP
Fishmeal LT 70	36.90	33.35
Fishmeal 60	12.50	12.50
CPSP 90	4.00	4.00
Squid meal	6.00	6.00
Appetein GS		3.00
Wheat Gluten	7.60	7.60
Soybean meal 48 (micronized)	7.00	7.00
Wheat meal	7.70	7.70
Pea starch	4.50	4.80
Fish oil	11.20	11.45
Vitamin and Mineral Premix PV01	1.00	1.00
Choline chloride	0.10	0.10
Soy lecithin	0.50	0.50
Binder (guar gum)	1.00	1.00
**Total**	**100.00**	**100.00**
**Proximate composition basis**	**CTRL**	**SDPP**
Crude protein (%)	51.09	51.11
Crude fat (%)	17.17	17.16
Fiber (%)	0.51	0.51
Ash (%)	11.75	11.38
Gross Energy (MJ/kg)*	20.56	20.69
**Amino acid composition (as feed basis)**		
Histidine	1.05	1.08
Isoleucine	2.00	2.02
Leucine	3.76	3.85
Lysine	3.52	3.60
Threonine	2.35	2.40
Tryptophan	0.54	0.56
Valine	2.32	2.39
Methionine + Cysteine	1.82	1.84
Phenylalanine + Tyrosine	4.32	4.42
Taurine	0.16	0.15

*Gross energy content was estimated by using the following: total carbohydrate = 17.2 J/kg, fat = 39.5 J/kg and protein = 23.5 J/kg.

### Fish and Experimental Design

Gilthead seabream fry (average body size 9.5 g) were obtained from a commercial hatchery (Piscimar SL, Andromeda Group, Spain) and transported by road to IRTA-Sant Carles de la Rapita research facilities (Sant Carles de la Ràpita, Spain), where they were acclimated in two 2000-L tanks for two weeks. After their acclimation, all fish were anesthetized (tricaine methanesulfonate [MS-222], 150 mg/L) and individually weighed for initial body weight (BWi)

and measured for standard length (SLi) to the nearest 0.1 g and 1 mm, respectively, and then distributed into eight 500-L cyclindroconical tanks at a density of 50 fish per tank (4 tanks/replicates per diet).

Fish (BWi = 10.6 ± 0.1 g, n = 400, mean ± standard deviation, SD) were fed for 95 days with both experimental diets by means of automatic feeders (ARVO-TEC T Drum 2000; Arvotec, Huutokosk, Finland) at the rate of 2.5% of the stocked biomass, which approached apparent satiation. Feed ration was evenly distributed in seven meals per day from 08:00 to 18:00 h. Fish were regularly sampled at a monthly basis in order to evaluate their growth in BW and adjust the feeding ratio to stocked biomass. During the trial, water temperature and pH (pH meter 507; Crison Instruments, Barcelona, Spain), salinity (MASTER-20T; ATAGO Co., Ltd., Tokyo, Japan), and dissolved oxygen (OXI330; Crison Instruments) were 22.1 ± 0.4°C, 7.0 ± 0.01, 36 mg/L, and 7.2 ± 0.3 mg/L (mean ± SD), respectively. Water flow rate in experimental tanks was maintained at approximately 9.0–10.1 liter/min *via* a recirculation system (IRTAmar^®^; Spain) that maintained adequate water quality (total ammonia and nitrite were ≤0.15 and 0.6 mg/L, respectively) through UV, biological, and mechanical filtration. Photoperiod followed natural changes according to the season of the year (November to February; 40°37′41″ N).

At the end of the trial, fish were anaesthetized as previously described; mucus was gently scrapped off from the skin surface (n = 15 per diet) using a sterile glass slide avoiding blood, urine and feces during collection and transferred into 2-ml Eppendorf tubes and stored at -80 °C as is described in Fernández-Alacid et al. (38). All fish in experimental tanks were measured for final BW and SL as indicated. Then, 10 fish per tank were sacrificed with an overdose of MS-222 (200 mg/L) for tissue sampling purposes. Skin samples (1 cm^2^ of anterior dorsal body region) were dissected and immediately transferred into RNAlater (Ambion^®^), fixed overnight and then frozen at -80°C until further RNA extraction. Fish growth and feed utilization from experimental groups was evaluated by means of the following indices: Fulton’s condition factor (K) = (BW/SL^3^) × 100; specific growth rate in BW (SGR, %) = ((ln BWf −ln BWi) × 100)/time (d) and feed conversion ratio (FCR, g/g) = FI/(Bf −Bi), where FI was the total feed intake during the experimental period (g) and, Bi and Bf were the initial and final biomass (g), respectively.

All animal experimental procedures were conducted in compliance with the experimental research protocol approved by the Committee of Ethics and Animal Experimentation of the Institut de Recerca i Tecnologia Agroalimentàries and in accordance with the Guidelines of the European Union Council (86/609/EU) for the use of laboratory animals.

### Histological Organization of the Skin

For histological purposes, 1 cm^2^ of the skin from the dorsal anterior region of the body from 16 fish per dietary treatment was dissected (n= 4 fish per tank) and fixed in 4% buffered formaldehyde (pH = 7.4), dehydrated in a graded series of ethanol, cleared with xylene, embedded in paraffin and cut in serial sections (3–5 μm thick). Sections were stained with hematoxylin-esosin (HE) for general histological descriptions, whereas slides were stained with Periodic Acid Schiff for goblet cell identification (neutral mucins produced by mucous cells stain in magenta). All sections were observed under a light microscope (Leica DM LB; Leica Microsystems) and photographed (Olympus DP70 Digital Camera; Olympus Imaging Europa GmbH). Digital images (600 dpi) were processed and analyzed using an image analysis software package (ANALYSIS; Soft Imaging Systems GmbH). Measurements of the thickness of different skin regions (epidermis and dermis), as well as mucous cell number (full and empty) were based on the analysis of three to five randomly chosen fields from the skin per fish. The number of epidermal mucous cells was expressed over a length of 100 μm.

### Transcriptional Analysis

Total RNA was extracted individually from fish skin using QIAGEN RNeasy^®^ Mini Kit following the manufacturer’s recommendations. The total RNA concentration was quantified using a NanoDrop ND-2000 (Thermo Scientific) and RNA integrity and quality checked with the Experion (Automated Electrophoresis Station, Bio-Rad) using the Experion Standard Sens RNA chip (Bio-Rad). Only the samples with an RNA integrity number (RIN) > 8.0 were chosen for further analysis. Transcriptional analysis was carried out using the AquaGenomic *Sparus aurata* oligonucleotide microarray (SAQ) platform (39). The complete information on this platform and our data is available through the public repository Gene Expression Omnibus (GEO) (accession numbers GPL13442 and GSE162501, respectively) at the United States National Center for Biotechnology Information (NCBI). A transcriptomic analysis was conducted to determine differences at the expression level between control and SDPP groups at the end of feeding trial (95 days). For each experimental group (control; SDPP group) total RNA samples were pooled (n = 3 pools each group; n = 4 fish each pool, n = 1 fish taken at random from each tank for each pool) using the same final concentration (133 ng/µL each pool). One-color microarray was carried out according to the manufacturer’s protocols. Briefly, 200 ng of total RNA was reversed transcribed along with spike-in (Agilent One-Color RNA Spike-In kit, Agilent Technologies, United States). The solution was then used as template for Cyanine-3 (Cy3) labeled cRNA synthesis and amplification with the Quick Amp Labeling kit. cRNA samples were purified using the RNeasy micro kit (Qiagen) according to manufacturer’s instructions. Dye incorporation and cRNA yield were checked with the NanoDrop ND-2000 Spectrophotometer. 1.5 mg of Cy3-labeled cRNA with specific activity of >6.0 pmol Cy3/mg cRNA was then fragmented at 60°C for 30 min, and the samples were then mixed with hybridization buffer and hybridized to the array (ID 025603, Agilent Technologies) at 65°C for 17 h, using the Gene expression hybridization kit. Washes were conducted as recommended by the manufacturer, using gene expression wash buffers and a stabilization and drying solution (Agilent Technologies). Microarray slides were scanned with Agilent Technologies Scanner model G2505B. Spot intensities and other quality control features were extracted with Agilent’s Feature Extraction software version 10.4.0.0 (Agilent Technologies). Quality reports were checked for each array. The extracted raw data were imported and analyzed with GeneSpring (version 14.5 GX software, Agilent Technologies). The 75% percentile normalization was used to standardize the arrays for comparisons, and data were filtered by expression. The differential expressed genes (DEGs) were obtained from a gene-level differential expression analysis. Expression values with a p-value < 0.05 were considered statistically significant. The DEGs were grouped according to its fold-change value (p-value < 0.05) and represented using the GraphPad software v7.0 for Windows. The Principal Component Analysis (PCA) was carried out using GeneSpring software (Agilent), four eigenvectors were calculated to describe the aggrupation of the control and SDPP groups in a 3D plot. The gene expression values (log2-expression ratios) were represented by a hierarchical clustering heatmap analysis using MeV software (v4.0), with Pearson distance and average linkage as it was described before (40).

#### Gene Ontology and Pathway Enrichment Transcriptome Analysis

In order to classify the DEGs (both up- and down-regulated) according to its functional annotation, genes were imported into the web-tool Protein ANalysis Through Evolutionary Relationships (PANTHER) classification system (version 13.0) (41). This web resource allows understanding the biological meaning behind large list of DEGs based on their GO classification. For the enrichment analysis, the major over-represented GO were chosen according to a p-value < 0.05 criteria (biological processes; cellular component). The biological interpretation of the DEGs obtained was complemented using the free access databases GeneCards (www.genecards.org) (42) and UniProt (www.uniprot.org) (43).

### Proteomic Analysis of Exuded Mucus

#### Protein Extraction and Two-Dimensional Electrophoresis Separation

Mucus samples for two-dimensional electrophoresis (2-D PAGE) protocols were solubilized in equal volume of ice-cold lysis buffer (7 M urea; 2 M thiourea, 2% w/v CHAPS and 1% protease inhibitor mixture) and centrifuged at 20,000 *g* for 15 min at 4°C, whereas the resultant supernatant was aliquoted avoiding pellet resuspension and surface lipid layer. The supernatants obtained were submitted to a clean-up procedure (ReadyPrep 2-d clean-up kit, Bio-Rad) in order to enhance protein extraction as described in Sanahuja and Ibarz (44). The proteome map of soluble epidermal mucus proteins was obtained by 2D-electrophoresis. Protein concentration was determined by Bradford assay with bovine serum albumin as standard (Bio-Rad).

Pools of three mucus samples were prepared in order to obtain 450 µg of protein dissolved in 450 µL of rehydration buffer containing 7M urea, 2M thiourea, 2% w/v CHAPS, and 0.5% v/v IPG buffer, 80 mM DTT and 0.002% bromophenol blue. Five samples of skin mucus protein extract from each dietary condition (Control and SDPP diets) were loaded onto 24 cm, pH 3–10 NL IPG strips (GE Healthcare, Madrid, Spain). Isoelectric-focusing was performed using an IPGhor instrument (Amersham Biosciences), following the manufacturer’s instructions (active rehydratation at 50 V for 12 h followed by linear gradient from 500 to 8000 V until 48,000 V/h). The focused strips were equilibrated in two steps as follows: 15 min with equilibration buffer I (65 mM DTT, 50 mM Tris-HCl, 6 M urea, 30% glycerol, 2% SDS, bromophenol blue) and then, 15 min with equilibration buffer II (135 mM iodoacetamide, 50 mM Tris-HCl, 6 M urea, 30% glycerol, 2% SDS, bromophenol blue). Equilibrated strips were set directly onto 12.5% polyacrylamide gels, sealed with 0.5% w/v agarose, and separated at a constant voltage of 50 V for 30 min followed by 200 V for about 6 h, until the blue dye reached the bottom of an Ettan DALT II system (Ammersham Biosciences, Stockholm, Sweden). Proteins were fixed for 1 h in methanol: acetic acid 40:10 and stained overnight using colloidal Coomassie blue G-250. Gel staining was removed by consecutive washing steps with distilled water until the best visualization was achieved.

#### Gel Image Analysis and Protein Digestion

Coomassie blue stained gels were scanned in a calibrated Imagescanner (Bio-Rad, Spain) and digital images captured using Quantity-One software (Bio-Rad). The images were saved as uncompressed TIFF files. Gel images were analyzed using the software package ImageMaster 2D, version 6.01 (GE Healthcare, Spain). Proteins were detected using the automated routine of ImageMaster 2.0 software, combined with manual editing when necessary to remove artefacts. The background was removed and normalized volumes were calculated as follows: the volume of each protein spot was divided by the total volume of all the protein spots included in the analysis. Normalized protein spot values were used to select the 300 most abundant proteins in each condition to be further analyzed for their differential expression. The obtained protein spots with differential expression, henceforth differential expressed spots (DESs) were manually cut from the gel and in-gel tryptic digestion was performed in an InvestigatorTM Progest (Genomic Solution) automatic protein digestion system as it was detailed for fish mucus samples in Sanahuja and Ibarz (44).

#### LC-MS/MS Analysis and Database Search

Dried-down peptide mixtures were analyzed in a nanoAcquity liquid chromatographer (Waters) coupled to a LTQ-Orbitrap Velos (Thermo Scientific) mass spectrometer. Tryptic digests were resuspended in 1% FA solution and an aliquot was injected for chromatographic separation. Peptides were trapped on a Symmetry C18TM trap column (5 µm 180 µm x 20mm, Waters), and separated using a C18 reverse phase capillary column (ACQUITY UPLC M-Class Peptide BEH column; 130 Å, 1.7µm, 75 µm x 250mm, Waters). The gradient used for the elution of the peptides was 1 to 40% B in 20 min, followed by gradient from 40 to 60% during 5 min (A:0.1% FA; B: 100% CAN, 0.1% FA), with a flow rate of 250 nl/min. Eluted peptides were subjected to electrospray ionization in an emitter needle (PicoTipTM, New Objective) with an applied voltage of 2,000 V. Peptide masses (m/z 300–1,700) were analyzed in data dependent mode where a full Scan MS was acquired in the Orbitrap with a resolution of 60,000 FWHM at 400 m/z. Up to the 10th most abundant peptides (minimum intensity of 500 counts) were selected from each MS scan and then fragmented in the linear ion trap using CID (38% normalized collision energy) with helium as the collision gas. The scan time settings were: Full MS: 250 ms (1 microscan) and MSn: 120 ms. Generated.raw data files were collected with Thermo Xcalibur (v.2.2).

Files obtained from mass spectrometry analyses were used to search against the public database Uniprot Actinopterygii (v.23/3/17). A database containing common laboratory contaminant proteins was added to this database. The software used as Thermo Proteome Discoverer (v1.4.1.14) with Sequest HT as the search engine. The following search parameters were applied: two missed cleavage sites as well as fixed and variable modifications; carbamidomethyl of cysteine and oxidation of methionine, respectively. Peptide tolerance was 10 ppm and 0.6 Da for MS and MS/MS spectra, respectively. Both target and decoy databases were searched in order to obtain a false discovery rate (FDR), and thus, estimate the number of incorrect peptide-spectrum matches that exceeded a given threshold. The results were filtered so only proteins identified with at least two high confidence (FDR >1%) peptides were included in the lists. To sort the search results, proteins were ranked by a first criterion of the higher Score together with and a second criterion of the higher number of Sequence Coverage and Peptides matched. The principal component analysis (PCA) was used to check the quality of the data from each replicate and identify the subsets of samples that are associated with the two different groups under study. The protein intensity values (log2-expression ratios) were represented by a hierarchical clustering heatmap analysis using MeV software (v4.0), with Pearson distance and average linkage.

### Functional Network Analyses: Interactomes

The complete map of interactions that can occur in a living organism (interactome) was obtained from the DEGs obtained in the microarrays-based transcriptomics analysis (transcripteractome), from the DESs (proteinteractome) and the functional integrated network for the transcriptomic and proteomic outcomes both together (multinteractomics). For this purpose, the Search Tool for the Retrieval of Interacting Genes (STRING) public repository version 10.0 (https://string-db.org) was used (45). Protein-protein interaction (PPI) network for the differentially expressed genes was conducted with a high-confidence interaction score (0.9). The mechanisms of response in which DEGs, DESs and both omics outcome together are involved, were obtained from a comparative analysis based on *Homo sapiens* as a reference organism in order to extract the maximum information currently available. Thus, an orthologue *H. sapiens* Entrez Gene ID was assigned based on sequence homology. Briefly, we selected the best tBlastX (NCBI) hit between the entire set of DEGs and DESs query sequence for *S. aurata* and the human transcriptome database. We only consider those matches with at least E value ≤ 1E-10. The Uniprot (43) and Genecards databases (42) were used to confirm match of the gene acronym tag between both species. The detailed list of human orthologues is available on **Table S9**. Gene ontology (GO) pathway enrichment analysis (biological processes; cellular component) was also performed for the DEGs, DESs, and both entities together (DEGs+DESs) by STRING using a Fisher’s exact test followed by a correction for multiple testing (46, 47). A p-value < 0.05 was considered as significant. The GO terms obtained were then identified in the ancestor GO chart using the QuickGO web-tool (https://www.ebi.ac.uk/QuickGO/) (48). The GO chart for each GO obtained from the enrichment analysis were then mapped in a single chart in order to identify those less redundant GO terms and thus propose more stringent GO terms associated to the mechanism of response for the SDPP-fed fish. The potential interaction between the GO found into the functional networks was estimated based on an integrative cluster analysis. To do it, those more stringent statistically significant GO obtained from the enrichment analysis were assigned to each one of the nodes represented in the functional network. The nodes classified in different clusters according to their functionality were represented by integrative ameboid graphics using Adobe Photoshop version CC2018.

### Statistical Analysis

Data on growth performance, feed conversion and skin morpohometrics were compared by means of a t-test. Regarding, microarray data, an unpaired t-test) was conducted using the GeneSpring software GX 14.5 to detect DEGs (p < 0.05) between the control and SDPP groups. Mucus differential synthesized proteins (DESs) that were found to vary in their abundance between the control and SDPP diets were analyzed for significance using a t-test. The Shapiro-Wilk test was first used to ensure the normal distribution of the data, while the uniformity of the variances was determined by Levene’s test. The DEGs and DESs fold-change graphs were represented with GraphPad software version 7.0. The PCA analyses for DEGs and DESs were obtained from GeneSpring software version 14.5 (Agilent Technologies) and Analyse-it Software versión 5.4, respectively.

### Ethics Statement

Animal experimental procedures were conducted in compliance with the research protocol approved by the IRTA’s Committee of Ethics and Animal Experimentation and in accordance with the Guidelines of the European Union Council (86/609/EU) for the use of laboratory animals.

## Results

### Profiling of the Skin Transcriptome and the Mucus Proteome

Transcriptional analysis of the skin was carried out using the *S. aurata* oligonucleotide custom microarray and results are shown in **Figure 1**. 

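Skin RNA was compared between gilthead sea bream fed a control diet and fish fed the SDPP diet, in which spray-dried porcine plasma, a protein-rich feed ingredient made from blood, made up 3% of the feed. After 95 days, RNA from the skin of 4 fish was combined into each pool, 1 fish from each tank, and 3 pools per diet were made at the same concentration (133 ng/µL). The spread between replicates is therefore that between pools, and the spread between single fish was not measured. As every pool of a diet held fish from all tanks of that diet, this spread does not cover differences between tanks. Such differences cannot be told apart from the diet. From each pool 200 ng of RNA was labelled with Cy3 and hybridized to 1 single-colour array, 6 arrays in all. The authors scanned the arrays and extracted a background-corrected and spatially corrected intensity for each spot with the Feature Extraction software, and these scanner intensities, not yet normalized between arrays, were the starting point here. Of the 45220 spots on the array, 43803 are not controls. They hold 28793 different probes, which the files group under 15156 names of EST clones or contigs. On the control arrays, 19664, 12367 and 21946 of these spots were well above background in replicates 1, 2 and 3, and on the SDPP arrays 16081, 23082 and 17911. Control replicate 2 thus had the fewest detected spots (28.2%), and it also had the most spots with an outlier flag (382, against 97 to 156 on the other arrays). No spot was saturated. Each array's 75th percentile was subtracted from its log2 intensities, the normalization named in the methods, and spots of the same probe were averaged. The study filtered by expression without giving the rule in its text. Here the 13059 probes that were well above background on at least 3 of the 6 arrays, and that had a value on every array, were kept, and 7893 of them were well above background on all 6. The SDPP and control arrays were compared by limma with Benjamini-Hochberg adjustment, and by the unpaired t-test of the methods. The number of arrays limits the precision of each value. The 6 arrays lay on 5 slides. All control arrays occupied position 2 of their slide and all SDPP arrays position 3, so that position and diet cannot be told apart. Only control replicate 1 and SDPP replicate 3 shared a slide.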

A total of 194 DEGs were found in the skin of fish fed the SDPP diet (**Figure 1A**). Among them, 121 DEGs were annotated, whereas 73 were unknown genes (**Table S1**). Among them, 93 DEGs were up-regulated and 101 down-regulated. 

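Of the 13059 tested probes, 1920 (14.7%) passed the methods' threshold of 0.05 on the unadjusted p-value of limma, whereas p-values spread evenly between 0 and 1 would place 653 probes below it. After Benjamini-Hochberg adjustment 0 probes passed the same threshold in limma, and the smallest adjusted p was 0.283. The methods' t-test on the same values gave 1656 probes past the unadjusted threshold and 0 after adjustment, with a smallest adjusted p of 0.117. Both tests called 1240 probes in common before adjustment. The absolute log2 change of the 1920 probes had a median of 0.56, and the SD between pools of a diet had a median of 0.23 over all tested probes. The 3 control values and the 3 SDPP values did not overlap for 2959 tested probes (22.7%), where chance gives 10%, and 1752 of these were among the 1920. For a single probe, an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. The alternative that moved the count most was the authors' own table of log2 background-subtracted signals, with which 1054 of 12976 probes passed before adjustment.

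**Figure D1:**
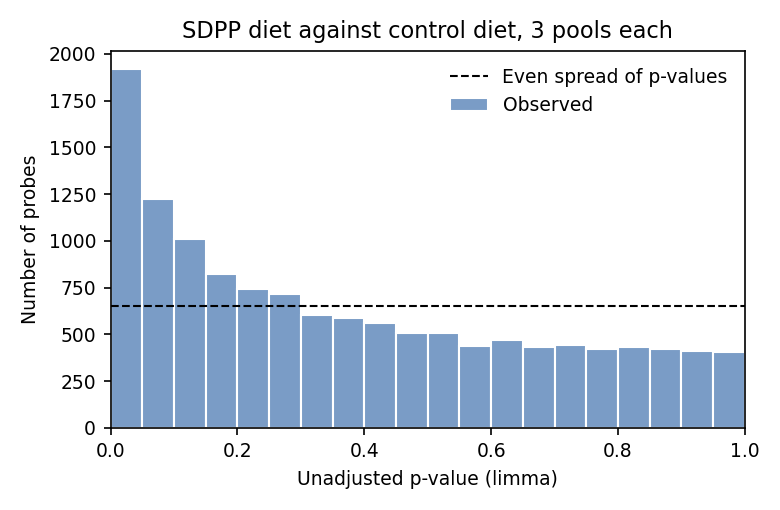
Number of probes (vertical axis) by unadjusted p-value of limma for the SDPP diet against the control diet (horizontal axis, intervals of 0.05). The dashed line marks the 653 probes per interval of an even spread, and the first bar holds 1920 probes.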

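In the processed files each probe carries the name of an EST clone or contig, and the files do not pair these names with genes. None of the 15156 names (0) was found among the 32006 genes of the reference gene table, and no annotation of the array platform was used. The changed probes are therefore given here by name only. The 1920 probes past the unadjusted threshold belonged to 1398 names. Of the names, 3155 had more than 1 tested probe, which allows a check of each probe by another that targets the same clone or contig. When a probe was past the threshold, the other tested probes of its name changed in the same direction in 2299 of 2394 comparisons (96.0%), and in 56.8% of the comparisons the other probe was past the threshold as well. Among the 2502 names with 3 tested probes, 611 had at least 1 probe past the threshold and 157 had all 3. With the probes of a name averaged, 1100 of 7334 names passed before adjustment, 483 up-regulated and 617 down-regulated, and 0 passed after adjustment in limma, the smallest adjusted p being 0.174.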

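Among the 1920 probes past the unadjusted threshold in limma, 970 were up-regulated in fish fed the SDPP diet and 950 down-regulated. The up-regulated share was 50.5% (exact 95% binomial interval 48.3 to 52.8%, for counting error only, since probes are not independent). Under the methods' t-test it was 60.4%, with 1001 probes up-regulated and 655 down-regulated, and it moved most when probes were not filtered for detection, to 34.7%. The down-regulated probes had the larger changes. More than 1.5-fold changes were found for 322 up-regulated probes (33.2% of them) and for 555 down-regulated probes (58.4%). Changes over 2-fold were found for 49 and 155. Without control replicate 1 the order of the counts over 1.5-fold turned, with 403 of 785 up-regulated and 378 of 521 down-regulated probes. In every other alternative more down-regulated than up-regulated probes changed by over 1.5-fold. The 2 largest rises and the 2 largest falls among the probes past the threshold whose pools did not overlap between diets are given as normalized log2 intensities, where 0 is the 75th percentile of the array. Probe CUST_3503_PI419285597, for the clone cDN09P0007E03.F.ab1, was at -3.33 ± 1.50 (SD, n = 3) on the control diet, where it was not well above background in any pool, and at -0.24 ± 0.46 (SD, n = 3) on the SDPP diet. Its log2 fold change was 3.09 (standard error 0.70, adjusted p = 0.283 from limma). Because the control value is only a bound, the rise is given as at least 4.85-fold. This sets the mean of the SDPP arrays against a raised control mean. Each control array entered it with the higher of the probe's own value and the lowest signal of a probe well above background. The spread between pools is not part of this bound. Probe CUST_21219_PI419285025, for Contig3474, rose from -2.43 ± 1.92 to 0.56 ± 0.51 (SD, n = 3 each), a log2 fold change of 2.99 (standard error 0.88, adjusted p = 0.289 from limma). It was well above background in 1 of the 3 control pools, it did not pass the unadjusted threshold under the methods' t-test, and the other tested probe of Contig3474 rose by 2.27. Probes CUST_3547_PI419285025 and CUST_3549_PI419285025, both for Contig3215, had log2 fold changes of -3.52 and -3.30 (standard errors 0.59 and 0.61, adjusted p = 0.283 from limma for both). Each was well above background in all 3 control pools and in 1 SDPP pool, replicate 2, and the remaining probe of Contig3215 fell by 3.15. With each pool left out in turn, the fitted log2 fold change stayed between 2.04 and 3.96 for CUST_21219_PI419285025, between -4.03 and -3.11 for CUST_3547_PI419285025 and between -3.85 and -2.90 for CUST_3549_PI419285025. Without control replicate 1 for the first of these probes, and without SDPP replicate 2 for both probes of Contig3215, the dimmer group had no pool well above background, so that those fitted values are no measured sizes. For CUST_3503_PI419285597 the fitted value ran from 2.56 to 3.95 with a control pool left out, again against control pools below that limit, and it could not be given with an SDPP pool left out, because the probe was then well above background on fewer than 3 arrays and was not tested.

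**Figure D2:**
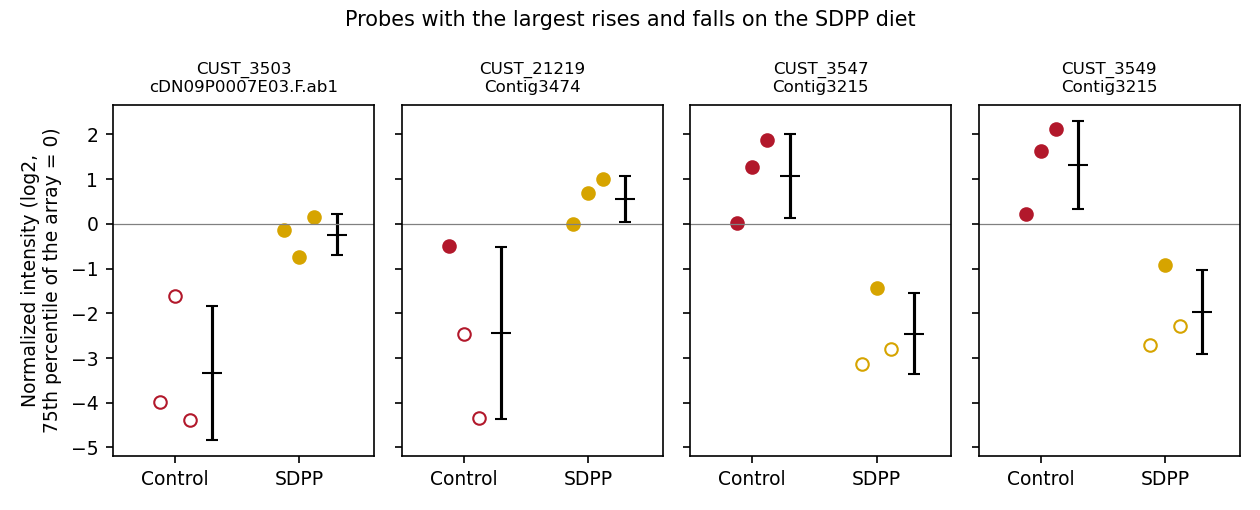
Normalized log2 intensity (vertical axis, 0 is the 75th percentile of the array) of 4 probes in the 3 control pools (red) and the 3 SDPP pools (yellow), with the mean and SD beside each group. Open circles were not well above background; CUST_3503 and CUST_21219 are higher in every SDPP pool than in every control pool, and CUST_3547 and CUST_3549 are lower.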

Results from the PCA divided the dataset into three principal components and revealed a clear differential gene expression pattern among the control and SDPP groups (**Figure 1B**). 

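A principal component analysis of the 6 arrays over all 13059 tested probes, which were not selected for a difference between diets, placed 41.4% of the variance on the first component, 18.5% on the second and 16.2% on the third. On the first component the control arrays scored from -49.4 to 1.69 and the SDPP arrays from 10.0 to 33.7, without overlap, whereas the groups overlapped on components 2 and 3. The score of -49.4 belongs to control replicate 2, the array with the fewest detected spots. The diets overlapped on the first component under 3 of 15 alternatives, which were the authors' table of log2 signals, no filter, and a filter at the 20th percentile of the raw signal. The mean distance between arrays (1 minus Pearson's r over all tested probes) was 0.0428 for the 9 pairs of different diets and 0.0340 for the 6 pairs of the same diet. This difference of 0.00879 was larger than in any of the other 9 ways to divide the arrays into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest this design allows). It was no longer the largest with no filter, with the filter at the 20th percentile (0.00141), or with any of the SDPP pools left out. The ranges nevertheless overlapped, with distances from 0.0246 to 0.0715 between diets, 0.0298 to 0.0426 within the control diet and 0.0264 to 0.0345 within the SDPP diet. Over the 1920 probes past the unadjusted threshold alone, the first component held 75.0% of the variance, with control arrays from -25.3 to -8.89 and SDPP arrays from 11.5 to 22.1. The paper's statistics section speaks of a PCA for DEGs, and its text does not settle whether the analysis covered all probes or genes selected for a difference. From the position of the arrays in that analysis (Figure 1B), the paper states that the expression pattern differs between the control and SDPP groups.

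**Figure D3:**
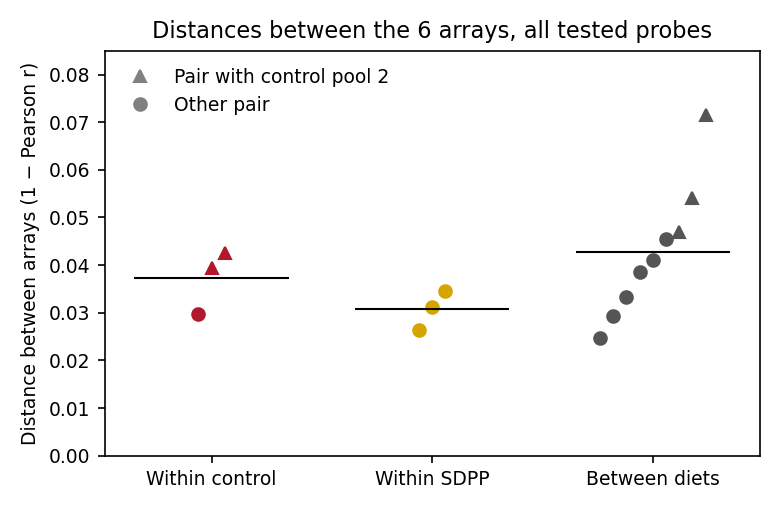
Distance between each pair of arrays over all tested probes (vertical axis, 1 minus Pearson's r), for pairs within the control diet, within the SDPP diet and between diets, with the mean of each group as a line. The 3 largest distances between diets, up to 0.0715, all involve control pool 2 (triangles).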

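The 6 arrays were clustered by Pearson distance and average linkage, first on probes selected for a difference between the diets and then on all probes. Over the 1920 probes past the unadjusted threshold in limma, the 2 main branches held the 3 control arrays and the 3 SDPP arrays. On these probes the mean distance was 0.0969 between diets and 0.0279 within a diet. The same grouping resulted when each probe was first centred on its mean. Over all 13059 tested probes the branches did not follow the diets. One held control replicate 2 alone and the other held the remaining 5 arrays, and with centred values control replicates 1 and 2 were parted from the rest.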

When representing DEGs from both experimental groups using a hierarchical clustering heatmap, we found a clear differential expression profile with a clear grouping of DEGs of fish fed with the control diet (**Figure 1C**; top half of the panel) compared to those fed the SDPP diet (**Figure 1C**; bottom half).

**Figure 1:**
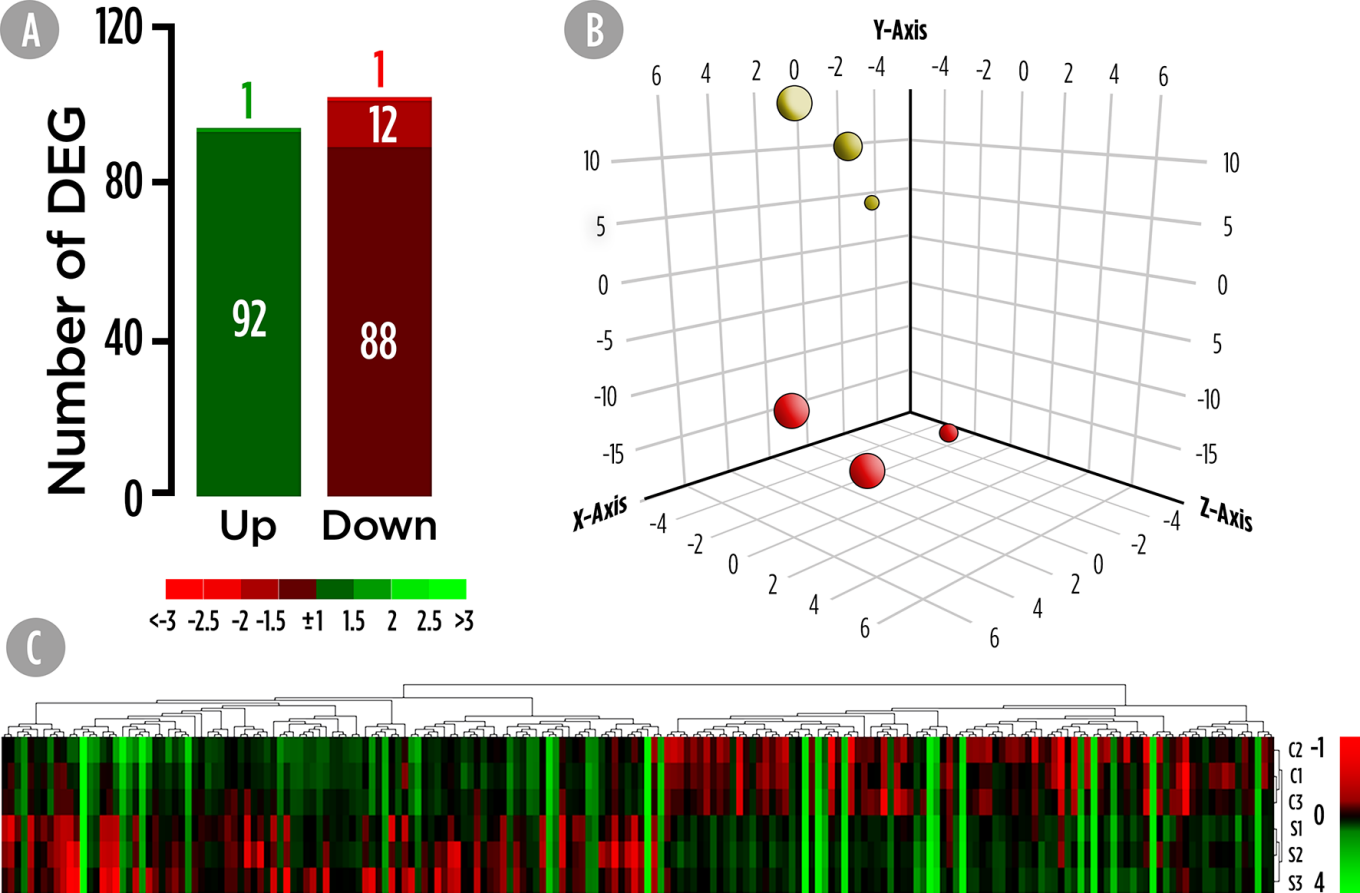
Skin mucus microrrays-based transcriptomic analysis for gilthead sea bream fed with SDPP supplemented diet. **(A)** Number of total differential expressed genes (DEGs). The green (upregulation) and red (downregulation) color scheme indicates the gene modulation according to its fold-change magnitude interval. **(B)** Principal component analysis (PCA). Control (red spheres) and SDPP groups (yellow spheres) are represented. **(C)** Hierarchical clustering heatmap representing the 194 DEGs. The normalized intensity values (log2) obtained for each microarray analyzed for control (C1, C2, and C3) and SDPP group (S1, S2, and S3) are shown.

High-resolution 2D maps of epidermal mucus proteomes were obtained for each individual sample by a combination of broad range, 3–10NL IPG strips with large format SDS gels. In brief, 950 protein spots were detected in the mucus proteome of all samples after 2DE-gel staining. In primary matched sets, a representative master gel was obtained for the Control diet (**Figure S1**) and the 300 spots with higher normalized intensity were further analyzed for their differently synthesis between both experimental groups. A total of 35 proteins, whose abundance were significantly changed, were considered as DESs since they accomplished the criterion over the 2-fold spot intensity difference. Importantly, none of the significant proteins that changed matched with the identified DEGs. A total of 33 proteins were up-regulated (**Figure 2A**). The PCA analysis for DESs suggested a differential protein synthesis pattern between the skin mucus of gilthead seabream fed the control and SDPP diets (**Figure 2B**). This result was confirmed by the hierarchical clustering heatmap, showing a clear differential synthesis profile between both experimental groups; thus, grouping the DESs profile of the skin mucus proteome from fish fed with the control diet (**Figure 2C**; top half of the panel) compared to that of fish fed the SDPP diet (**Figure 2C**; bottom half).

**Figure 2:**
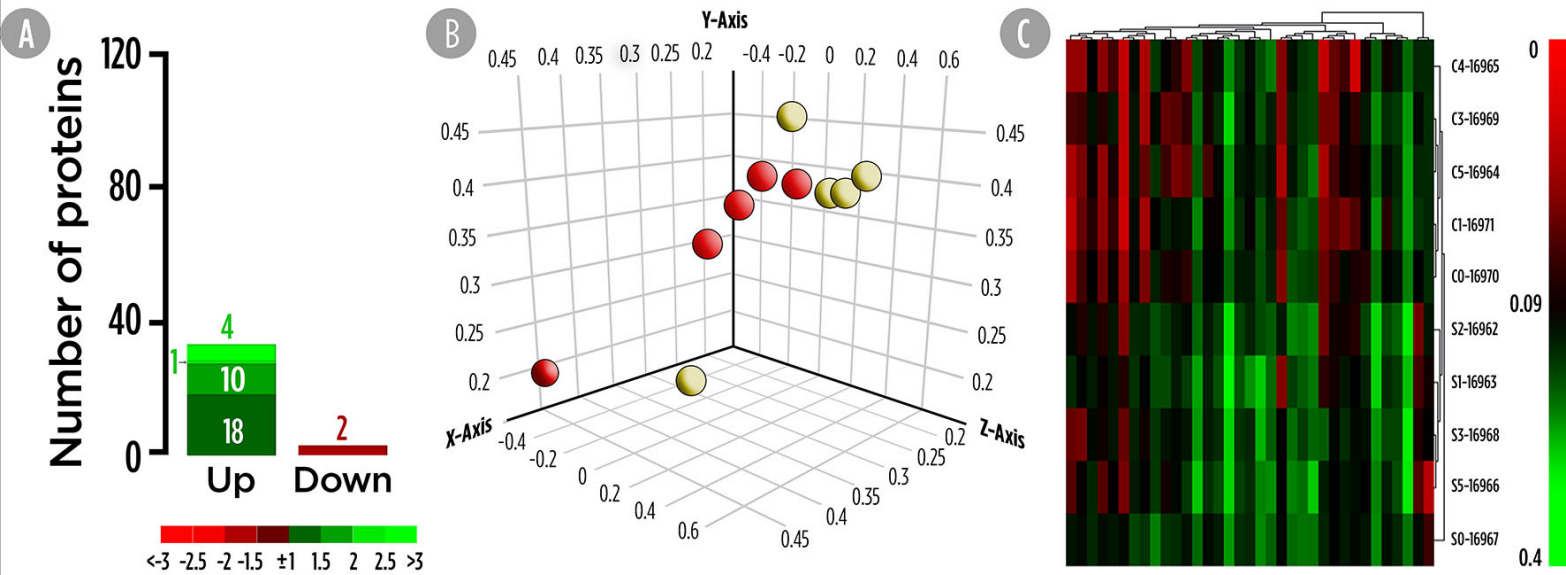
Skin mucus 2-Dimensional electrophoresis separation-based proteomic analysis for gilthead sea bream fed with SDPP supplemented diet. **(A)** Number of total differential expressed spots (DESs). The green (upregulation) and red (downregulation) color scheme indicates the protein modulation according to its fold-change magnitude interval. **(B)** Principal component analysis (PCA). Control (red spheres) and SDPP groups (yellow spheres) are represented. **(C)** Hierarchical clustering heatmap representing the 35 DESs. The results obtained for each 2-D electrophoresis separation for control (C0, C2, C3, and C4) and SDPP group (S0, S1, S2, S3, and S4) are shown.

### Transcripteractome: The Skin Transcriptomics Functional Network

A functional network analysis was carried out based on the DEGs obtained from the skin tissue transcriptional analysis from fish fed with the SDPP diet. From the 121 annotated DEGs, a functional association was registered between 90 DEGs, (74.4% of the total annotated DEGs) with the generation of 143 edges between them (**Figure S2**). In particular, 47 DEGs belonged to the central core interaction network (31 up-regulated DGEs; 16 down-regulated DEGs), while eight DEGs (seven up-regulated DEGs and one down-regulated DEGs) were more isolated. On the other hand, 35 DEGs (13 up-regulated DGEs; 22 down-regulated DEGs) showed no interaction with the main functional network obtained (**Figure S2**). The gene ontology (GO) pathway enrichment analysis revealed that the dietary inclusion of SDPP induced sustained changes in several biological processes including “RNA splicing” (GO.0008380) and “mRNA processing” (GO.0006397), “ribonucleoprotein complex biogenesis” (GO.0022613) and “ribosome biogenesis” (GO.0042254), “intracellular protein transport” (GO.0006886), and “protein localization to membrane” (GO.0072657) (**Figure S2**). Biological processes linked to “membrane budding” (GO.0006900) and “cellular catabolic process” (GO.0044248) were also detected. The full list of the GO biological process enrichment analysis is on **Table S2**. The complexity of the interaction between the biological processes was assessed through an integrative cluster analysis (**Figure 3**) where the sharing nodes of DEGs were considered as evidences of interacting network within biological processes.

**Figure 3:**
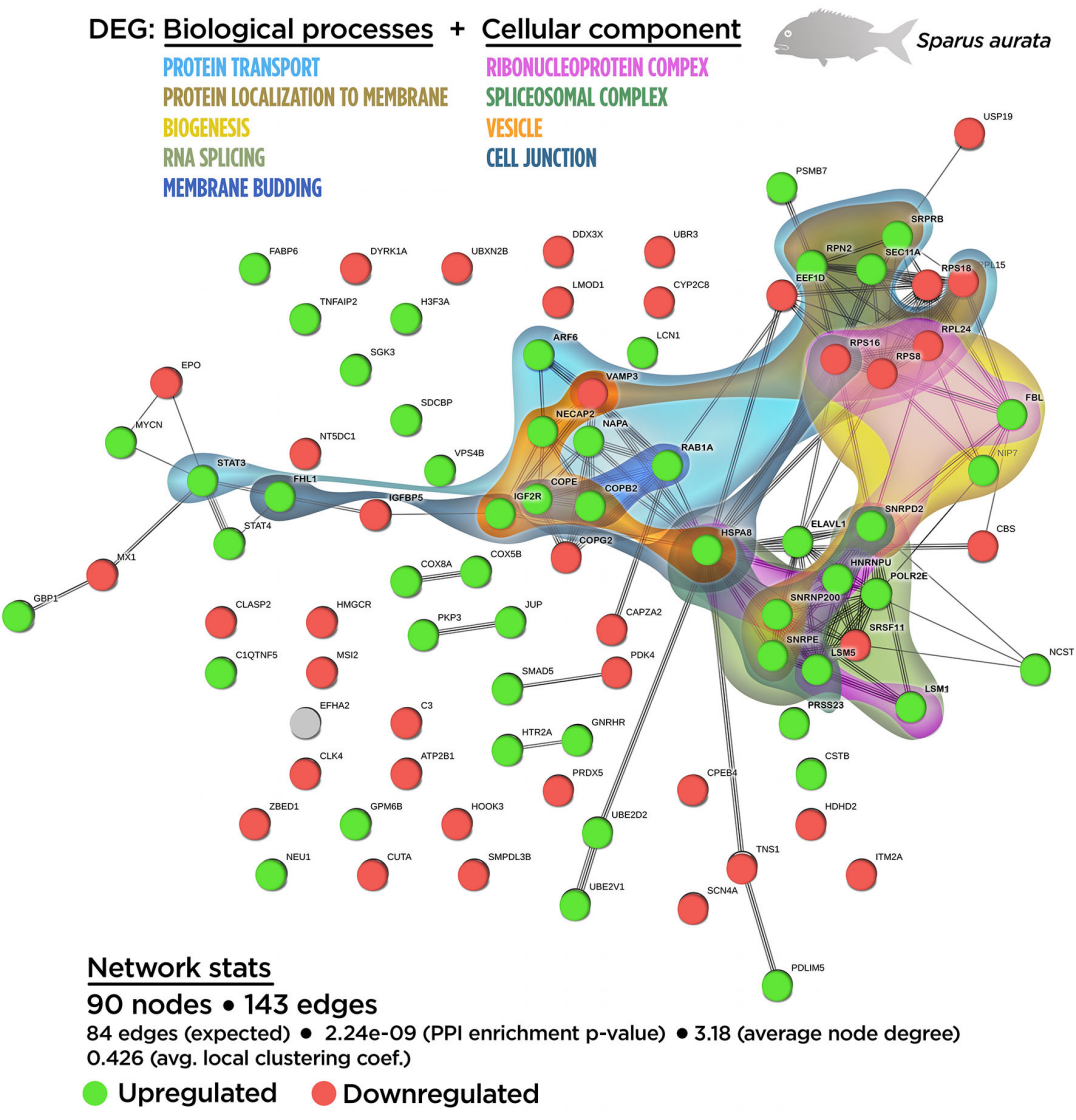
Integrative ameboid graphic for the biological processes and cellular components obtained from the skin transcripteractome analysis in gilthead sea bream fed with SDPP supplemented diet. Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis. The DEG modulatory profile is represented with green (upregulated) and red (downregulated) into each node. The integrative cluster analysis groups the DEGs classified into the GO biological process or cellular component enrichment analysis. The set of these GO enrichment pathways are represented with different colors (bottom). The functional network statistics (Network stats) details are indicated (bottom).

In order to determine the functional network upon cellular structures, compartments, or macromolecular complexes, DEGs were classified according to their GO cellular component (**Figure S3; Table S3**). According to the GO terms for biological process enrichment analysis, the cellular component enrichment determined the presence of macromolecular complexes associated with splicing (GO.0097525 “spliceosomal snRNP complex”; GO.0005681 “spliceosomal complex”) and biogenesis (GO.0030529 “ribonucleoprotein complex”), whereas GO terms associated with vesicle compartment (GO.0030662 “coated vesicle membrane”; GO.0030135 “coated vesicle”) were also identified. Importantly, GO terms related to cell junction (GO.0070161 “anchoring junction”; GO.0005925 “focal adhesion”) were found, suggesting the effect of SDPP upon classical cellular structures for the maintenance epithelial tissue integrity.

The relationship between the cellular component GO terms was evaluated by an integrative cluster analysis. According to the data obtained for biological processes GO terms, the transcripteractome showed a strong association between spliceosomal complex (six up-regulated DEGs; zero down-regulated DEGs) and the ribonucleoprotein complex (seven up-regulated DEGs; three down-regulated DEGs) (**Figure S3**). Taking collectively both integrative clusters analyses of biological processes and cellular component for DEGs, a strong relationship was found between protein transport, vesicle compartment, protein localization to membrane, cell junction structures, and membrane budding (**Figure 3**).

### Proteinteractome: The Skin Mucus Proteomic Functional Network

The mucus proteome analysis determined the relative abundance for 35 DESs on the exuded skin matrix in fish fed the SDPP diet. Details on protein identification are supplied in **Table S4** providing the protein identity, gene symbol, fold change, the theoretical/observed MW and pI, together with the accession number, identified peptides, score, sequence coverage, species of identification and protein code by UniProtKB. From the total DESs, only two of them were down-regulated meanwhile the other 33 showed a clear higher relative abundance on the mucus of fish fed the SDPP diet compared to the control group (**Figure S4**). According to their function in epidermal mucus, DESs were classified as structural-, metabolic- or defense-related proteins (**Figure S4**). Among the DESs with protective-related roles, two groups of up-regulated proteins were found: proteins with chaperone activity and proteins with enzymatic defensive activities including proteasomal and esterase activity. Four identified proteins were associated with cell redox activity: the protein disulfide-isomerase related to protein disulfide bonds formation, and three enzymes related to glutathione biosynthesis, which participate in the synthesis of cysteine, glutamate and serine, respectively. Together with glutathione biosynthesis, a miscellaneous group of metabolic proteins and enzymes were up-regulated on the mucus of fish fed the SDPP diet. These results were in agreement to the described increased skin metabolic activity revealed by the transcripteractome. The third group of proteins belonged to the structural function of epidermal mucus, most of them participating in the process of mucus exudation. Thus, ten up-regulated proteins were identified as different keratin types (I and II). However, six of these keratin forms were located with a markedly lower molecular weight than expected (spots 14, 20, 22, 28, 31 and 32) and they could be described as “keratin fragments” resulting from own mucus enzymatic activity. Within the rest of structural proteins, two additional groups were proposed. The first one related to the cell exocytosis process, which includes up-regulated actin forms and cell motility-related proteins. The second one group of proteins related to cytoskeleton organization were also up-regulated except for a catenin form, a protein belonging to cadherin cell junction complex, which was down-regulated.

At the proteome functional network, 25 DESs were represented, including the 71.4% of the total 35 DESs (**Figure S5**). Among them, 22 DESs (21 up-regulated DESs; one down-regulated DESs), whereas they interacted each other totalizing 65 edges in the functional network. Only three DESs (one up-regulated DESs; one down-regulated DESs) showed no interaction with the functional network (**Figure S5**). The GO enrichment analysis showed that fish fed with the SDPP diet presented a modulatory effect on several biological processes, including “epidermal cell differentiation” (GO.0009913) and “epidermis development” (GO.0008544). Importantly, the analysis showed a tight relationship of these processes with the “skin development” process (GO.0043588) (**Figure S5**), confirming the high specificity of the mucus exuded proteins. Processes related to “*de novo* post-translational protein folding” (GO.0051084), “protein import into mitochondrial outer membrane” (GO.0045040), “nucleoside diphosphate phosphorylation” (GO.0006165), and “purine ribonucleoside metabolism” (GO.0046128) completed the biological enrichment panel for DESs (**Figure S5**). The full list of the Gene Ontology (GO) biological process enrichment analysis for skin mucus proteome is shown in **Table S5**.

Importantly, at the cellular component level, most of DESs were classified in GO terms as “extracellular region” (GO.0005576), indicating their involvement in exudative processes (**Figure S6**). Other GO identified for DESs were “membrane-bound vesicle” (GO.0031988) and the “melanosome compartment” (GO.0042470), “sarcomere” (GO.0030017), “myofibril” (GO.0030016), and “cell leading edge structures” (GO.0031252) (**Figure S6; Table S6**). Their positional distribution in the proteinteractome showed that the “extracellular region” (GO.0005576) covered almost all the nodes included in the network: 17 DESs (16 up-regulated DESs; one down-regulated DESs) from the 22 possible interacting proteins (**Figure S6**).

Similar to the DEGs, the relationship between the biological processes and cellular component GO terms was evaluated by an integrative cluster analysis (**Figure 4**). The results showed an intimate association between the biological processes (including epidermal and skin development and differentiation) and metabolism (into the context of mucus exudation). Importantly, these data confirms the nature of the skin mucus sample analyzed.

**Figure 4:**
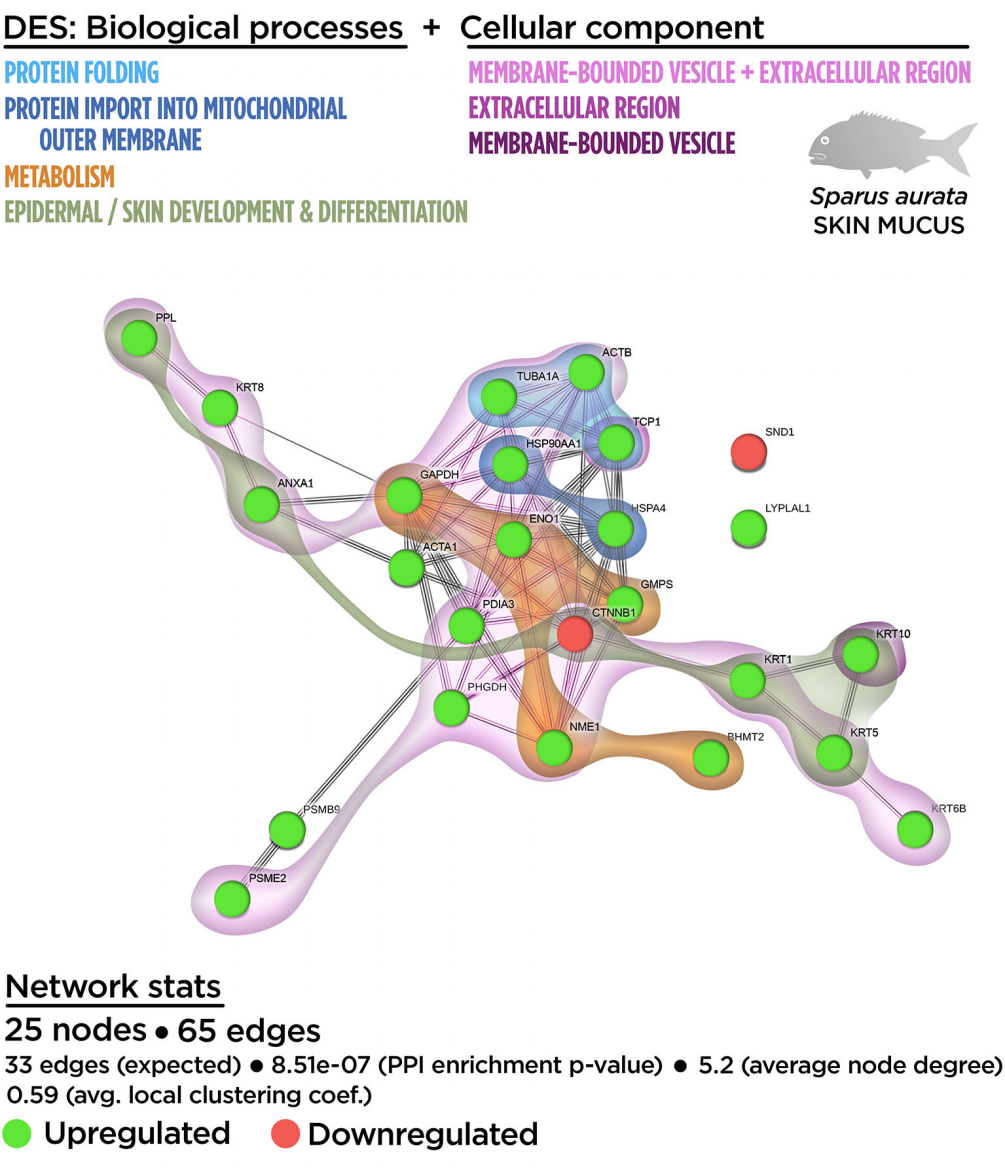
Integrative ameboid graphic for the biological processes and cellular components obtained from the skin proteinteractome analysis in gilthead sea bream fed with SDPP supplemented diet. Each node represents one differential expressed spots (DES) obtained from the skin proteomic analysis. The DES modulatory profile is represented with green (upregulated) and red (downregulated) into each node. The integrative cluster analysis groups the DESs classified into each of the biological processes or cellular components indicated in color (on top). Keratin, Type I Cytoskeletal 10 (KRT10) and T-complex 1 (TCP1) genes are exclusively clustered into membrane-bound vesicle and extracellular region, respectively. The functional network statistics (Network stats) details are indicated (bottom).

### Skin Mutiomics-Based Interactome Analysis: Merging the Tissue and Exuded Mucus Into a Biological Context of Response

To better understand the skin mucosa functionality on fish fed SDPP, a multi-omics-based interactome analysis performed. This integrative tool was used to merge the transcriptome response determined at tissue level and the proteome profile at the mucosal level in order to interpret data from a holistic perspective. The multinteractomics analysis was constituted by 115 nodes consisting in 93 DEGs (54 up-regulated; 39 down-regulated) and 22 DESs (20 up-regulated; two down-regulated) that in turn were responsible of 313 edges in the functional network. In particular, 88 nodes formed part of the main interaction network: 67 DEGs (43 up-regulated DGEs; 24 down-regulated DGEs) and 21 DESs (19 up-regulated DESs; two down-regulated DESs). This data indicated that our strategy elucidated the integrated context of response, considering expressed genes and synthesized proteins, in fish fed the SDPP diet for 76.9% of the DEGs with gene annotation and 60% of the DESs. On the other hand, 26 DEGs and one DES showed no interaction with the main functional network obtained (**Figure S7**).

As shown in **Figure S7**, the GO enrichment analysis showed several biological processes that were also identified in the transcripteractome (“RNA splicing”; “ribonucleoprotein complex biogenesis”; “intracellular protein transport”; “protein transport”; “protein localization to membrane”; “cellular catabolic process”) and in the proteinteractome (“*de novo* post-translational protein folding”; “skin development”). All of them increased their total number of genes/proteins represented, except in the case of the “RNA splicing” and “ribonucleoprotein complex biogenesis” that showed no variations. Importantly, four new biological processes were identified: “defense response” (GO.0006952), “innate immune response” (GO.0045087), “response to external stimulus” (GO.0009605), and “anatomical structure development” (GO.0048856). The complete list of the GO terms for the biological processes enrichment obtained from the multinteractome analysis is indicated in the **Table S7**.

According to the biological process enrichment, the integrative cluster analysis showed no variations compared to the data obtained in the transcripteractome for the interaction between “RNA splicing” and “ribonucleoprotein complex biogenesis” processes (**Figure 5**). The same output than in the transcripteractome was also registered between the “ribonucleoprotein complex” and the “protein transport process”, meanwhile 10 common nodes were determined between “protein transport” and “protein localization to membrane”. The new biological processes identified using multi-omics showed that the distribution of “innate immune response” nodes in the multinteractome was disperse, as well as for the “defense response”, “response to external stimulus” and “anatomical structure development”, indicating a unspecific, but broad *spectrum* of the effects of dietary SDPP on the mucosa (skin and mucus). For instance, a low number of nodes were identified sharing “defense response” with “RNA splicing” (1 node) and “protein transport” (3 nodes). In the case of “response to external stimulus”, none common node was registered with “RNA splicing”, just one node related to “ribonucleoprotein complex biogenesis” and three nodes linked to “protein localization to membrane”. Similarly, the “anatomical structure development” showed two common nodes with “RNA splicing”, three common nodes with “protein transport” and three nodes with “protein localization to membrane”. The “cellular catabolic process” showed a major linkage with “biogenesis” (12 nodes) and “protein transport” (5 nodes) processes, although it was also associated to a minor extend to “defense response” (5 nodes), “response to external stimulus” (2 nodes) and “anatomical structure development” (2 nodes) processes. “*De novo* post-translational protein folding” process was located in the middle of the main core in the multinteractome, merging with the process of “RNA splicing”. In summary, the multinteractome at the level of biological processes showed a clear interaction with low redundancy in the number of nodes that interacted with the above-mentioned processes; thus, suggesting a complementarity biological response at transcriptional and proteome level between those mechanisms modulated in fish fed with SDPP (**Figure 5**).

**Figure 5:**
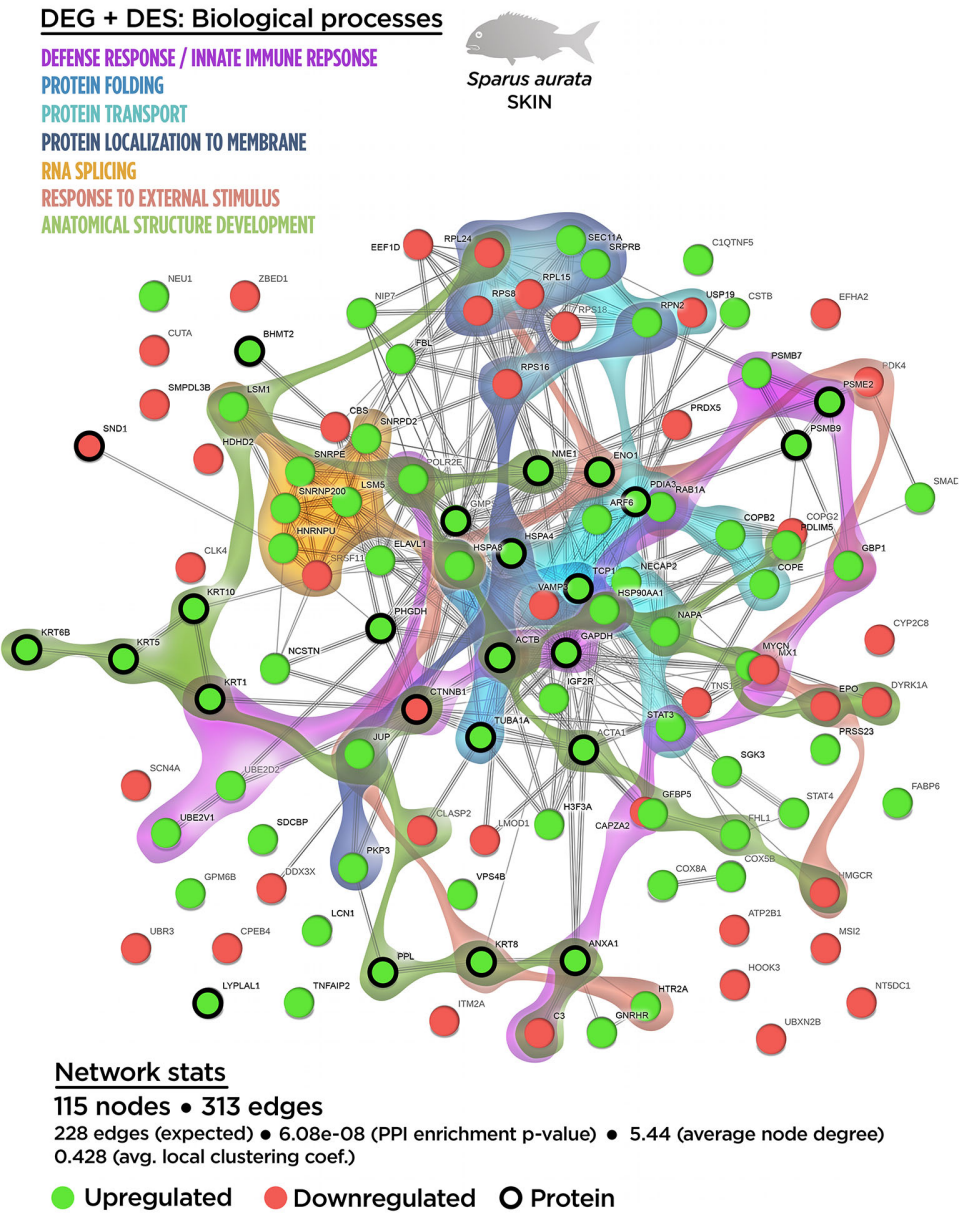
Integrative ameboid graphic for the biological processes obtained for the skin mutiomics-based interactome analysis in gilthead sea bream fed with SDPP supplemented diet. Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis (circles) or one differential expressed spots (DES) obtained from the skin proteomic analysis (bold circles). The modulatory profile for DEGs or DES is represented with green (upregulated) and red (downregulated) into each node. The integrative cluster analysis groups the DEGs or DESs classified into each of the biological processes indicated in color (on top). The functional network statistics (Network stats) details is also indicated (bottom).

In the case of the cellular component enrichment analysis, most of the GO terms already identified on the transcriptomic response were also recognized in the multinteractome. The “cell junction structure” (GO.0030054; 17 nodes) detected from the multinteractome celular component enrichment analysis was probably due to the additive effect of the “anchoring junction” (GO.0070161; nine nodes) and “focal adhesion” (GO.0005925; eight nodes) processes (**Figure S8**). No variations in the number of nodes were found for the “spliceosomal-related processes” and the “coated vesicle membrane” compared to the transcripteractome profile. The complete list of the GO terms for the cellular component enrichment from the multinteractome analysis is indicated in the **Table S8**.

In agreement with the transcripteractome, the integrative cluster analysis for the cellular component enrichment showed a high relationship with the “spliceosomal complex” (**Figure 6**). The “extracellular exosome” covered most of the interactome; i.e., 36 nodes of the 50 possible (**Figure 6**). Among them, 17 nodes corresponded to DEGs (12 up-regulated DEGs; five down-regulated DEGs). According to the exuded matrix nature of the skin mucus, most of the DESs were included in the “extracellular exosome” with 19 DESs (17 up-regulated DESs; two down-regulated DESs). This result revealed the relevance of an intimate coordination between the transcriptomic and proteomic responses resulting in the exudate of mucus on the surface of the skin’s epithelial tissue in teleost fish. On the other hand, the cell junction structure was also identified in the multinteractome, thus representing 13 nodes from a total of 17 possible (**Figure 6**). Collectively, **Figure 7** represents the summary scheme of global mucosa functionality showing a series of processes promoted and compartments modulated by SDPP, such as RNA splicing (a gene expression-related process), biogenesis, protein transport and localization to membrane, and cell junction structure. Regarding specific mucus properties, an augment also in the modulation of genes and proteins involved in the anatomical structure development of the epithelium, response to external stimulus, and immune defense was also registered in fish fed the SDPP diet.

**Figure 6:**
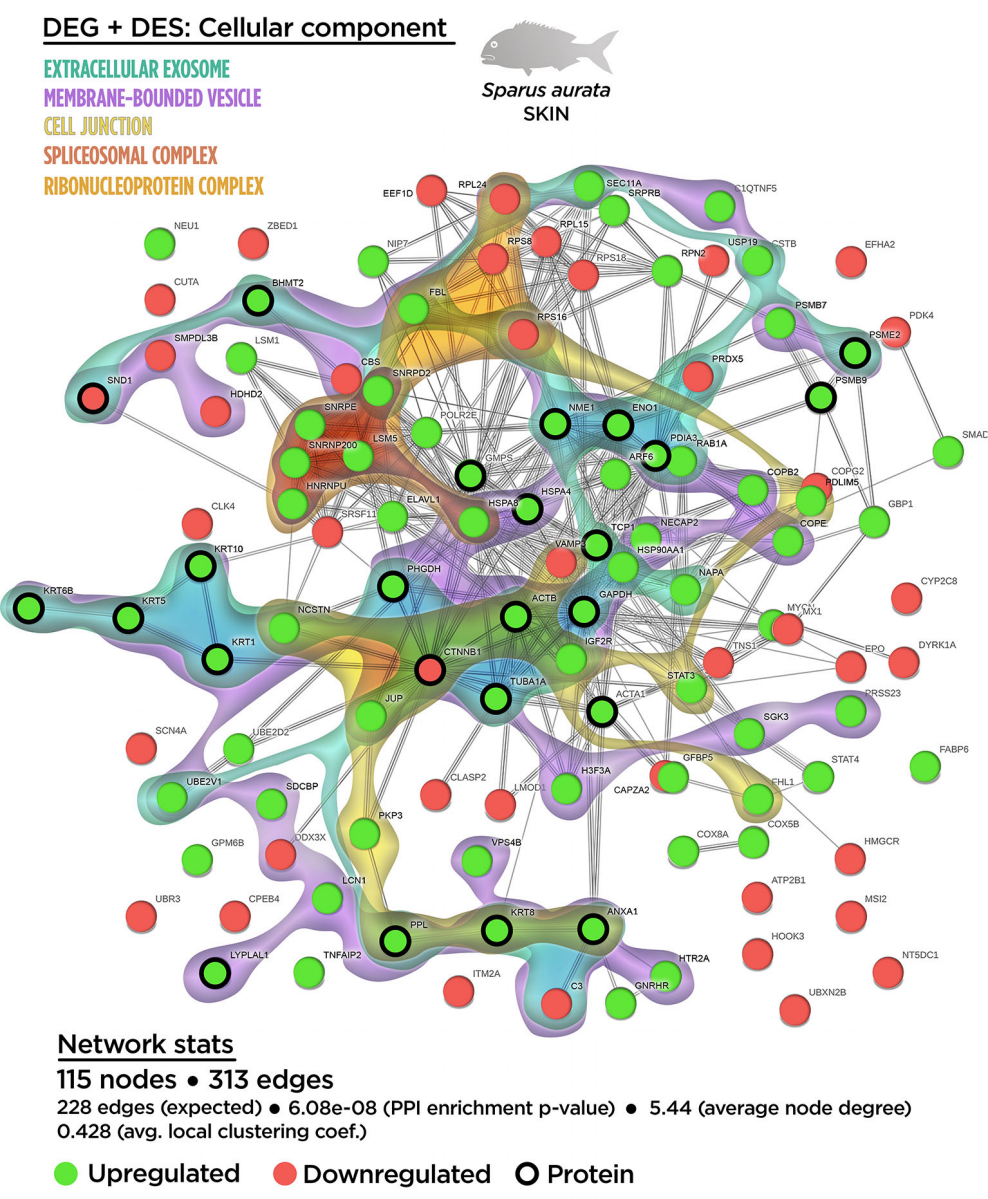
Integrative ameboid graphic for the cellular components obtained for the skin mutiomics-based interactome analysis in gilthead sea bream fed with SDPP supplemented diet. Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis (circles) or one differential expressed spots (DES) obtained from the skin proteomic analysis (bold circles). The modulatory profile for DEGs or DES is represented with green (upregulated) and red (downregulated) into each node. The integrative cluster analysis groups the DEGs classified into each of the biological processes indicated in color (on top). The functional network statistics (Network stats) details is also indicated (bottom).

**Figure 7:**
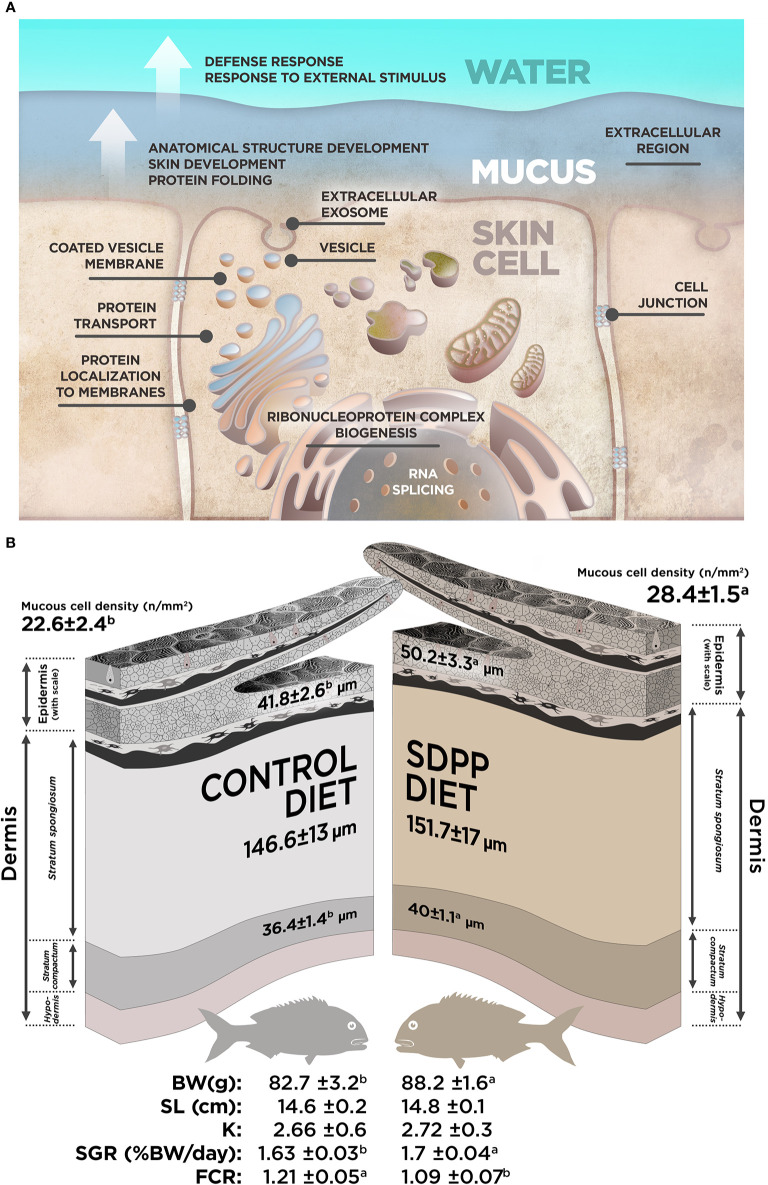
Summary for the data obtained in our study. **(A)** Integrated model of response for the effect of SDPP supplemented diet in gilthead sea bream skin mucosa based on multi-interactome analyses. **(B)** Representation for the most relevant results obtained from the skin histological analysis and somatic growth in gilthead sea bream fed with SDPP supplemented diet.

### Skin Histology and Somatic Growth Performance

In order to evaluate whether the molecular response observed on the multi-interactome had consequences on skin anatomy, a histological analysis of this mucosal tissue was conducted. The epidermis from all analyzed fishes had a normal appearance with no visible lymphocytes and macrophages scattered across the stratified squamous epithelium with scattered mucous cells, irrespective to control or SDPP dietary regimes. The skin in both experimental groups had a normal histological organization, being both layers, the epidermis and dermis, clearly differentiated. Importantly, the thickness of the epidermis was higher (p < 0.05) in the animals fed the SDPP diet in comparison to the control group (**Figure 8**). Importantly, this result is consistent with the favoring of the anatomical structure development of the skin obtained from the multi-interactome analysis. Compared to the control diet, the thickness of the *stratum spongiosum* of the dermis was higher in fish fed the SDPP diet (p < 0.05), indicating that this *stratum* is the main target of the SDPP in the skin mucosa. In contrast, no differences in the thickness of the *stratum compactum* were found between both dietary groups (p < 0.05). In addition, the density of epidermal mucous cells, related to mucus production, was higher (p < 0.05) in the SDPP group than in fish fed the control diet.

**Figure 8:**
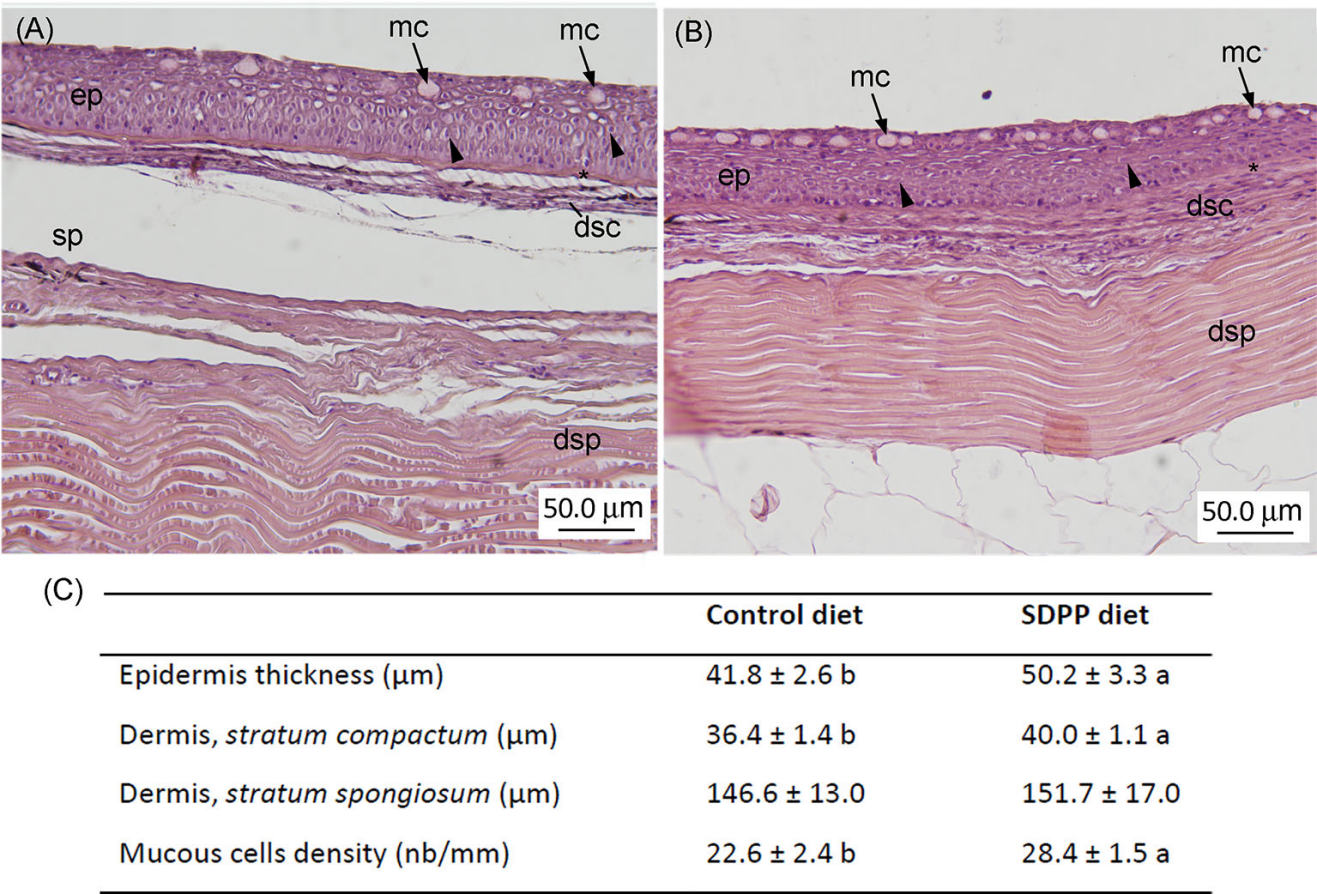
Histological analysis in the skin of gilthead sea bream (*Sparus aurata*) fed diets containing spray-dried porcine plasma (SDPP). Histological organization of the skin in gilthead seabream (*Sparus aurata*) fed **(A)** the control diet and **(B)** the SDPP supplemented diet. **(C)** Histological measurements for epidermis thickness, dermis (*stratum compactum*; *stratum spongiosum)*, and mucous cells density. Different letters within the same row indicate the presence of statistically significant differences between two experimental groups (t-test; *P* < 0.05). Data are expressed as mean ± standard deviation (n = 4).

From a productive point of view, results of growth performance and feed efficiency parameters are summarized in **Table 2**. In particular, BWf and SGR values were 6.2 and 4.1% higher in fish fed the SDPP diet in comparison to the control group (p < 0.05), respectively. No significant differences were found in terms of standard length (SL) and the condition factor K (p > 0.05). In addition, CR values were lower in fish fed the SDPP diet in comparison to those fed the control diet (p < 0.05). Both SGR and FCR were of the major interest parameters on aquaculture production, indicating that the SDPP group grew better and were more efficient in feed use (p < 0.05).

**Table 2:** Somatic growth and feed efficiency in gilthead sea bream (*Sparus aurata*) fed diets containing spray-dried porcine plasma (SDPP).

	Control diet	SDPP diet
BW (g)	82.7 ± 3.2 b	88.2 ± 1.6 a
SL (cm)	14.6 ± 0.2	14.8 ± 0.1
K	2.66 ± 0.6	2.72 ± 0.3
SGR (% BW/day)	1.63 ± 0.03 b	1.70 ± 0.04 a
FCR	1.21 ± 0.05 a	1.09 ± 0.07 b

Different letters within the same row indicate the presence of statistically significant differences between two experimental groups (t-test; p < 0.05). Data are expressed as mean ± standard deviation (n = 4). BW: body weight; SL: standard length; K: Fulton’s condition factor; SGR: specific growth rate; FCR: food conversion ratio.

## Discussion

Organisms interact with the surrounding environment at multiple body sites, including the nasal and oral cavities, the digestive and genitourinary tracts, and the skin surfaces. In contrast to the skin of mammals, fish epidermis is considered a mucosal tissue (13), since it behaves as a mucosal surface that contains associated-lymphoid tissue with abundant mucus-producing cells, lacks keratinization, and harbor living epithelial cells in direct contact with the water medium (12, 49). In the present study, we evaluated the potential benefits of the dietary administration of SDPP in the skin mucosa in a teleost fish model of importance from biological and productive point of views (50). The holistic ‘systems biology’ approach proposed in this current study combines the skin transcriptome and the mucus proteome as a whole response coordinated from the epidermal in its strategic role as outmost-layer barrier. This information, together with skin histology analysis, provides further insights into the teleost skin mucosa functionality.

When included in animal diets, SDPP products resulted in an improvement of somatic growth, feed efficiency parameters, and supported the immune system. It is well known that inclusion levels of 4–8% are recommended for optimal results in higher vertebrates like pigs (25), poultry (24, 26), cats (51) and rats (52). Recently, it was also assayed its beneficial effects on several freshwater and marine fish species of importance due to their economic value such as rainbow trout (30), Nile tilapia (32) and gilthead sea bream (31, 53). Under the present experimental conditions, our results were in agreement with the available literature on different teleost species, confirming the beneficial effects of dietary SDPP inclusion on somatic growth performance and feed efficiency. In addition, we also evidenced that dietary SDPP promoted skin development by increasing the thickness of the epidermis and the *stratum spongiosum* of the dermis, providing new evidence of the dietary supplement at mucosal level. Similarly to the antecedent obtained from intestinal mucosa (53), our study showed that dietary SDPP increased the density of mucous cells in the epidermis. The above-mentioned results on growth, diet utilizationand mucosal tissue development might be attributed to the nutritional profile of SDPP that includes growth factors, immunoglobulins and bioactive peptides (27, 54, 55). Although the benefits of dietary SDPP in livestock and model species are well known (27, 51, 52), there is limited information about the mode of action and mechanistic links of this feed ingredient at mucosal level, especially with regard to the skin-associated lymphoid tissue. Thus, we performed a transcriptomic analysis of the skin by means of SAQ microarrays (39) in order to provide insight into the beneficial effects of SDPP. This analysis was complemented with the proteome analysis of the mucus exuded by epidermal mucous cells using SDS-PAGE (44) with the purpose of determining whether different transcriptomic profiling resulted in different mucous skin proteins. Data from both methodologies were finally integrated into a multi-omics-based interactome analysis in order to provide a holistic approach of the effects of SDPP at the skin level. This strategy allowed providing further insight into the adaptation, responsiveness and trade-offs of the skin at cellular level.

A detailed trancripteractome was built from Biological processes and Cellular components based on GO annotations in order to elucidate how the diet acted on the maintenance of healthy skin mucosal tissue. The transcriptomic analysis revealed that at the cellular component level, DEGs obtained corresponded to the “extracellular exosome” (GO.0070062), “anchoring junction” (GO.0070161) and “focal adhesion” (GO.0005925). These processes might be correlated with the role of skin in chemical and physical protection due to mucus exudation by mucous cells, as well as physical barrier by the enhancement of tight junctions at cell-cell level and/or between the cell and the extracellular matrix. These characteristics favor the protection of the organism in front of the environment fluctuations (12, 15). The effect of SDPP promoting the integrity of mucosal tissues has also been reported in previous studies in mammals where an increase of tight junction molecular markers was observed after the administration of SDPP. However, these studies focused on the intestine and none of them evaluated the modulatory effects of SDPP on the skin (56, 57). Furthermore, no evidences are still available on the underlying cell processes that improved the skin barrier function. In addition, GO results revealed that several biological processes were also up-regulated such as those related to (1) RNA metabolism (“RNA splicing”, GO.0008380; “mRNA processing” GO.0006397; “ribonucleoprotein complex biogenesis”, GO.0022613; and “ribosome biogenesis”, GO.0042254); (2) protein fate to membrane (“protein localization to membrane”, GO.0072657; “membrane budding” (GO.0006900); and “intracellular protein transport”, GO.0006886); (3) “ribonucleoprotein complex” (GO.0030529), and 4) “spliceosomal complex” (GO.0005681). The above-mentioned results based on transcriptomic data demonstrated that SDPP supported the structure and function of the skin by promoting intercellular junctions that provide contact and/or adhesion between neighboring cells or between a cell and the extracellular matrix, conferring strength and adhesiveness to the different layers of the epidermis and dermis (58). The results may be attributed to the nutritional profile of SDPP, rich in proteins and functional peptides (59) that may stimulate cell protein turnover and exudation machinery in mucosal tissues.

One of the most distinctive features of body mucosal tissues is the production and secretion of mucus by goblet and club cells (60). Mucus protects the underlying epithelium from chemical, enzymatic and mechanical damage (61), whereas in the skin it also reduces swimming drag forces (62). In fish, the epidermis is responsible for the production and maintenance of the mucous layer *via* the synthesis and secretion of mucins- the high molecular weight glycoproteins densely coated- which formed a support matrix-web equivalent to the mammalian mucus (15). Soluble proteins, other metabolites and microbiota are trapped in this exuded mucous. The functionality of fish mucus has been deeply studied (15, 63–65). In this way, the mucus proteome has classified proteins as structural, metabolic and protection-related functions (44). In the present study, mucus proteome changed in gilthead seabream fed the diet containing SDPP in comparison to the control group. In the two-dimensional proteome analysis, proteins with different pI or relative molecular mass are identified as separate spots. Such information, together with the quantity (abundance and fold change) and identity of those proteins, allowing us to determine the changes at post-translational modification level. It may also determine the cleaved proteins resulting from mucus proteolytic activity. In our study, the current proteome gel-based approach limited the number of detected DESs to the 300 most abundant proteins. However, changes in the abundance of lower molecular mass presents as mucus soluble proteins can be not discarded.

Beyond the non-specific biological processes determined by the Gene Ontology for the proteinteractome, specific skin mucus proteins have been grouped into relevant functional groups. Thus, two specific groups related to mucus formation have been identified: (1) “cytoskeleton related proteins” (TPM1, TUBA1A, PPL and CTNMA1) previously described as structural mucus related proteins (44, 66); and (2) proteins involved in exocytosis processes and cell motility like ACTA1 and ACTB, which have been extensively reported in the fish mucus proteome (44, 67, 68). Although the function of ANXA10 (member of the calcium and phospholipid binding proteins) in the mucus deserves further investigation, this protein has been associated to exocytosis, as well as differentiation and cellular proliferation processes (69). In addition, ACTR1B was found significantly up-regulated in the skin mucus of fish fed SDPP. This is a conserved protein related to actin and dynactin complex and has been found in different cellular compartments. It has been reported in vesicular structures in the cytoplasm (70) as well as in neutrophil degranulation and in the antigen processing and presentation of exogenous peptide antigens *via* Major Histocompatibility Complex (MHC) class II. Nevertheless, considering their cellular functionality, the above-mentioned proteins may be related to vesicle formation, enhancing the liberation of products from epidermal mucous cells to skin mucus. This data matches with our results obtained from the transcriptome analysis concerning the protein fate. Different fragments of keratin fragments (KRT1, KRT10, KRT36) considered as structural components of the epidermis were differentially expressed in the mucus proteome. Cleaved keratins produced by proteolysis *via* extracellular proteases have been proposed to have putative antimicrobial function as membrane pore-forming peptides in higher vertebrates (71). This is of special relevance since one defence mechanism commonly used by the skin is the production of antimicrobial peptides that can kill invading pathogens and activate the host immune response (15). Furthermore, SDPP also promoted other defensive exuded products as proteins with chaperone activity like HSP70, HSP90, TCP1 and GRP78 (44, 67). Their function is also linked to the immunoproteasome and to the MHC class I pathway, which in turn are related to an activation of innate immune responses. For instance, GRP78 has a potent immunological activity when released from the internal environment of the cell into the extracellular space. Specifically, it feeds anti-inflammatory and pro-resolutory signals in immune networks (72). Most of metabolic-related proteins found up-regulated in the skin mucus have no direct functionality in this protective layer; nonetheless, the resultant products of their enzymatic activity may have an important intracellular signaling functionality (66). Four of the over-expressed proteins were grouped within the cell redox activity, including BHMT, GMPS, PHGDH and PDIA3. BHMT mediates betaine and homocysteine transformation, which is involved in methionine biosynthesis and has been described as a precursor of glutathione biosynthesis (73, 74). GMPS synthetises glutamine, which is the precursor of glutamate, one of the molecules needed in glutathione formation. PHGDH is involved in the serine biosynthesis, which has been described to affect glycine formation in mouse, with an effect on mitochondrial glutathione activity (75). PDIA3 is also involved in cell redox homeostasis (74). The presence of these groups of proteins in skin mucus could be related to an up-regulation of the antioxidant defence system and to a more metabolically active tissue as the upregulation of GMPS indicated (involved in the synthesis of purine nucleotides) (76). In summary, the DESs found in the proteome of skin mucus from fish fed the SDPP diet indicated that this feed ingredient promoted the protective role of mucus, with putatively higher antioxidant and antibacterial properties.

The multi-omics-based interactome was conducted based on transcriptomics and proteomics data and their respective interactomes in order to provide a holistic approach of the effects of dietary SDPP on the skin functionality and integrity (77). As far as we know, this study is the first one conducted on an animal mucosa, and especially the skin. In brief, this integrative tool was used to merge the effects of the diet on the tissue functionality at transcriptome (tissue level) and proteome profile (mucosal matrix level). The resulting multi-interactome was composed of 115 nodes (including 93 DEGs and 22 DESs) with a strong interrelationship in 313 edges and higher enrichment values of protein-protein interactions (PPI). Interestingly, new identified biological processes were highlighted considering the skin and mucus differential expression together. In particular, the “anatomical structure development” process (GO.0048856; including 37 nodes) is related to the progression of an anatomical structure from an initial condition to its mature state (GO Term definition). Although few approaches existed in the literature on interactomes from mucosal tissues, this “anatomical structure development” GO process was also identified in the gene expression profiling of olfactory ensheathing glial cells from the olfactory mucosa (78) that have the ability to promote regeneration in the nervous system (79). Thus, the presence of this new biological process would explain the bigger epidermis and dermis thickness found in the skin of fish fed the SDPP diet, as well as its enhanced physical barrier function. The “response to external stimulus” process (GO.0009605; 22 nodes) was another “new” cluster and demonstrated the collaborative work of skin cells and mucus exuded matrix to work as interface with the surrounding environment. It is also an evidence of their tight regulation in front of an epidermal challenge and/or stressor. Additionally, more relevant was the identification of the biological processes related to “innate immune response” (GO.0045087) and “defense response” (GO.0006952), which did not appear when both transcripteractome and proteinteractome were analyzed separately. The innate immune response registered an intimate relationship with the defence response. In fact, all their nodes were contained on its cluster, indicating that this response process was mostly related to an immunological context. These results are of special relevance since the skin requires both intact structural and immunological barriers to protect the organism from external aggressions including pathogens. In this sense, the efficacy of SDPP in livestock nutrition has been associated to an improved barrier function of the gut mucosa and the modulation of the mucosal immune response (27). However, no previous data on the impact of SDPP on the skin was available. Thus, our study confirms that the beneficial role of SDPP is not only restricted to the intestine but it also affects other mucosal tissues of the organism. The immunological-promoting effects of SDPP might be attributed to the immunoglobulin-rich fraction of plasma (80) although other biological peptides may be involved. The skin multi-interactome suggested that the above-mentioned improvements focused no just in a specific cellular way of action, but they also affected several pathways, including gene expression, biogenesis, vesicle formation, protein transport, and protein localization to membrane, all of them corresponding to classical vertebrate response of innate and non-specific defenses.

## Conclusions

The mucous tissue presents two main matrices: the tissue and the secreted mucus that fulfills a wide range of functions mainly aimed at the protection of the epithelial layer. In the current study, we studied for the first time both matrices together in the skin mucosa using a holistic multi-omics approach. The skin transcripteractome revealed a gene expression profile that favors molecular mechanisms associated to transcriptional processes, biogenesis, vesicle formation, protein transport, and protein localization to membrane, whereas mucus proteome enhanced the protective role of mucus, with putatively higher antioxidant and antibactericidal properties. The multi-interactome analysis (integrating data from skin and mucus) evidenced the interrelationship and synergy between the skin metabolism and the exuded mucus functions, improving tissue development, the increase in the thickness of epidermis and the *stratum spongiosum* of the dermis and goblet cell density, the innate defenses and environment recognition. These responses are sustained on a series of processes and compartments related to protein transport and localization to membrane, and structural support at cell junction level. Additionally, SDPP positively impacted on animal performance, growth and feed utilization.

Thus, the integrative perspective followed in our study shows the stimulation of the cell protein turnover and the activation of the exudation machinery in the skin mucosa. This evidence reflects an intimate crosstalk between skin tissue and its exuded mucus in response to a stimulus. In our study, the utilization of SDPP as dietary supplement and its effect upon the teleost skin as model of study. The multi-omics-based interactome analysis increases the power of detecting true causal genes and regulatory networks and pathways involved, providing a comprehensive understanding of the biological context of response that takes place. According to Suravajhala et al. (77), it may even increase the chance to determine the effect of a variable of interest upon animal health and welfare. Overall, this strategy is applicable for evaluating the effect of any experimental variable on any mucosal tissue functionality, including the wide range of applications this assessment may provide on the studies in the mammalian mucosa.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by IRTA’S committee of ethics and animal experimentation.

## Author Contributions

The conceptualization of the experiment was developed by FER-L, AI, JP, and EG. The methodology carried out was originally proposed by FER-L, AI, and EG. The feeding trial was performed by JF and EG, while sampling was conducted by AI, BO-G, JF, and EG. Microarrays hybridizations, raw data output and processing, and data analysis was made by FER-L and EV-V. The procedure related to proteomic skin exuded mucus, including raw data output and processing, and data analysis was done by AI, BO-G, LF-A, IS, SS-N. FER-L, EV-V, and LP made the conceptualization, methodology and interpretation of the integrative analysis including interactomes, GO terms enrichment, and cluster analysis. The conceptualization and design of figures and tables were in charge of FER-L, AI, BO-G, EV-V, JB, and EG. Funding was obtained by EG. All the authors contributed in the data analysis. FER-L, AI, BO-G, EV-V, and EG wrote the original draft. All authors contributed to the article and approved the submitted version.

## Funding

This study had the financial support of (1) MINECO (project numbers AGL2014-51839-C5-5-R and AGL2015-70637-R); (2) DIETAplus project of the JACUMAR (Junta de Cultivos Marinos, MAPAMA; Spanish government), which is co-funded with FEMP funds (EU); (3) ERC (European Research Council) in MedAID project (Mediterranean Aquaculture Integrated Development; Grant Agreement nb. 727315); and (4) Fondecyt regular (project number 1211841; ANID; Goverment of Chile). EV-V was granted with DYCIT-USACH Postdoctoral fellowship (no. 022043IB). JF has been subsidized by the Industrial PhD program of the Generalitat de Catalunya and TECNOVIT-FARMFAES. Collaboration between Ibero-American researchers has been done under the framework of the network LARVAplus “Strategies for the development and improvement of fish larvae production in Ibero-America” (117RT0521) funded by the Ibero-American Program of Science and Technology for Development (CYTED, Spain). The funder bodies were not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

## Conflict of Interest

JP is APC Europe, S.L. employer. FR-L was employed by Consorcio Tecnológico de Sanidad Acuícola, Ictio Biotechnologies S.A.

The remaining authors declare the research was conducted in the absence of any commercial or financial relationships that could be construed as potential conflicts of interest.

# Supplementary material for: Skin Multi-Omics-Based Interactome Analysis: Integrating the Tissue and Mucus Exuded Layer for a Comprehensive Understanding of the Teleost Mucosa Functionality as Model of Study
**Source:** Front Immunol. 2021 Feb 4;11:613824. doi: 10.3389/fimmu.2020.613824
**Supplement:** Supplementary file 1

**Figure S1. Representative 2D-gel showing the differentially expressed spots (DES) in skin mucus.** After a cleaning process, the protein extract was separated on 24 cm non-linear pH 3e10 IPG strips, followed by separation using 12.5% SDS-PAGE. Numbers indicate DESs with correspondence with Table S4 identification. Green spots corresponded up-expressed proteins after 90 days fed SDPP diet and red spots corresponded to down-expressed proteins.

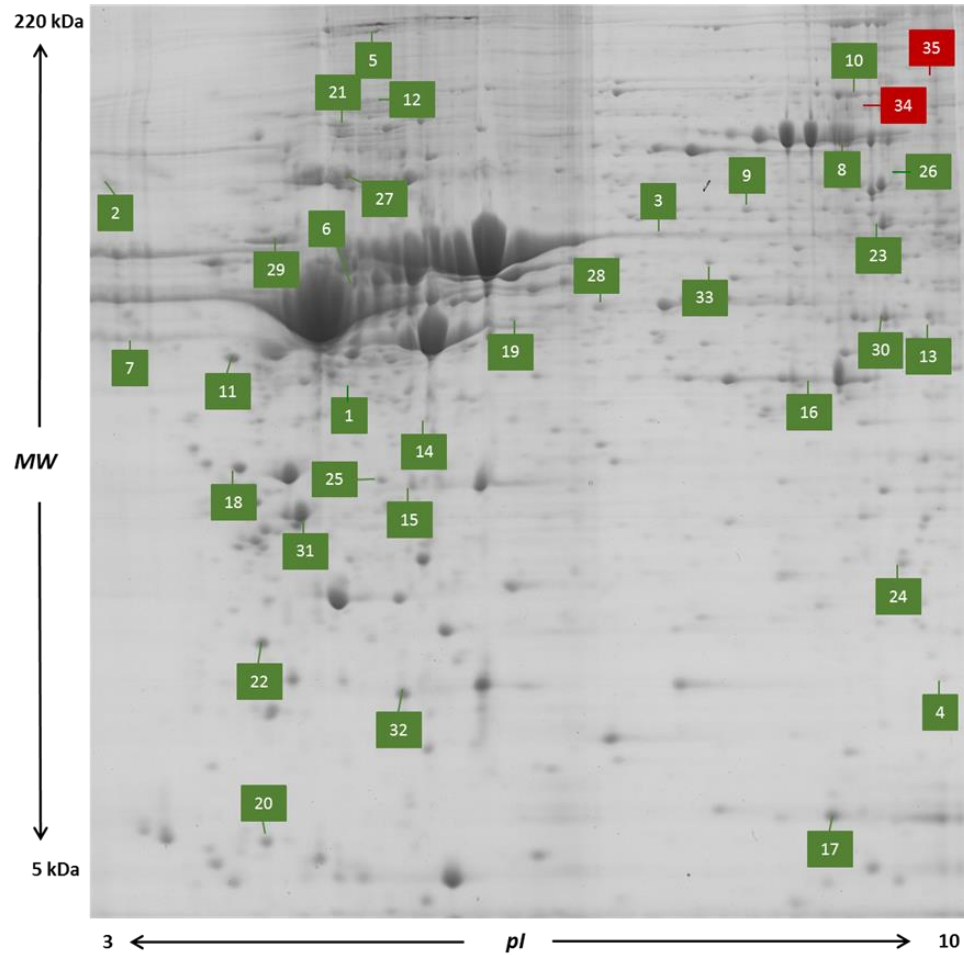

**Figure S2. Skin transcriptome analysis for the biological processes in gilthead sea bream fed with SDPP supplemented diet.** The functional network statistics (Network stats) is indicated (upper left). Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis. The modulatory profile for DEGs is represented with green (upregulated) or red (downregulated) into each node. The number indicated into each node details the pathway

description it belongs. The integrative cluster analysis groups the DEGs classified into each one of the GO biological processes terms indicated in color (upper right). The table shows the set of the GO enrichment pathways represented (bottom).

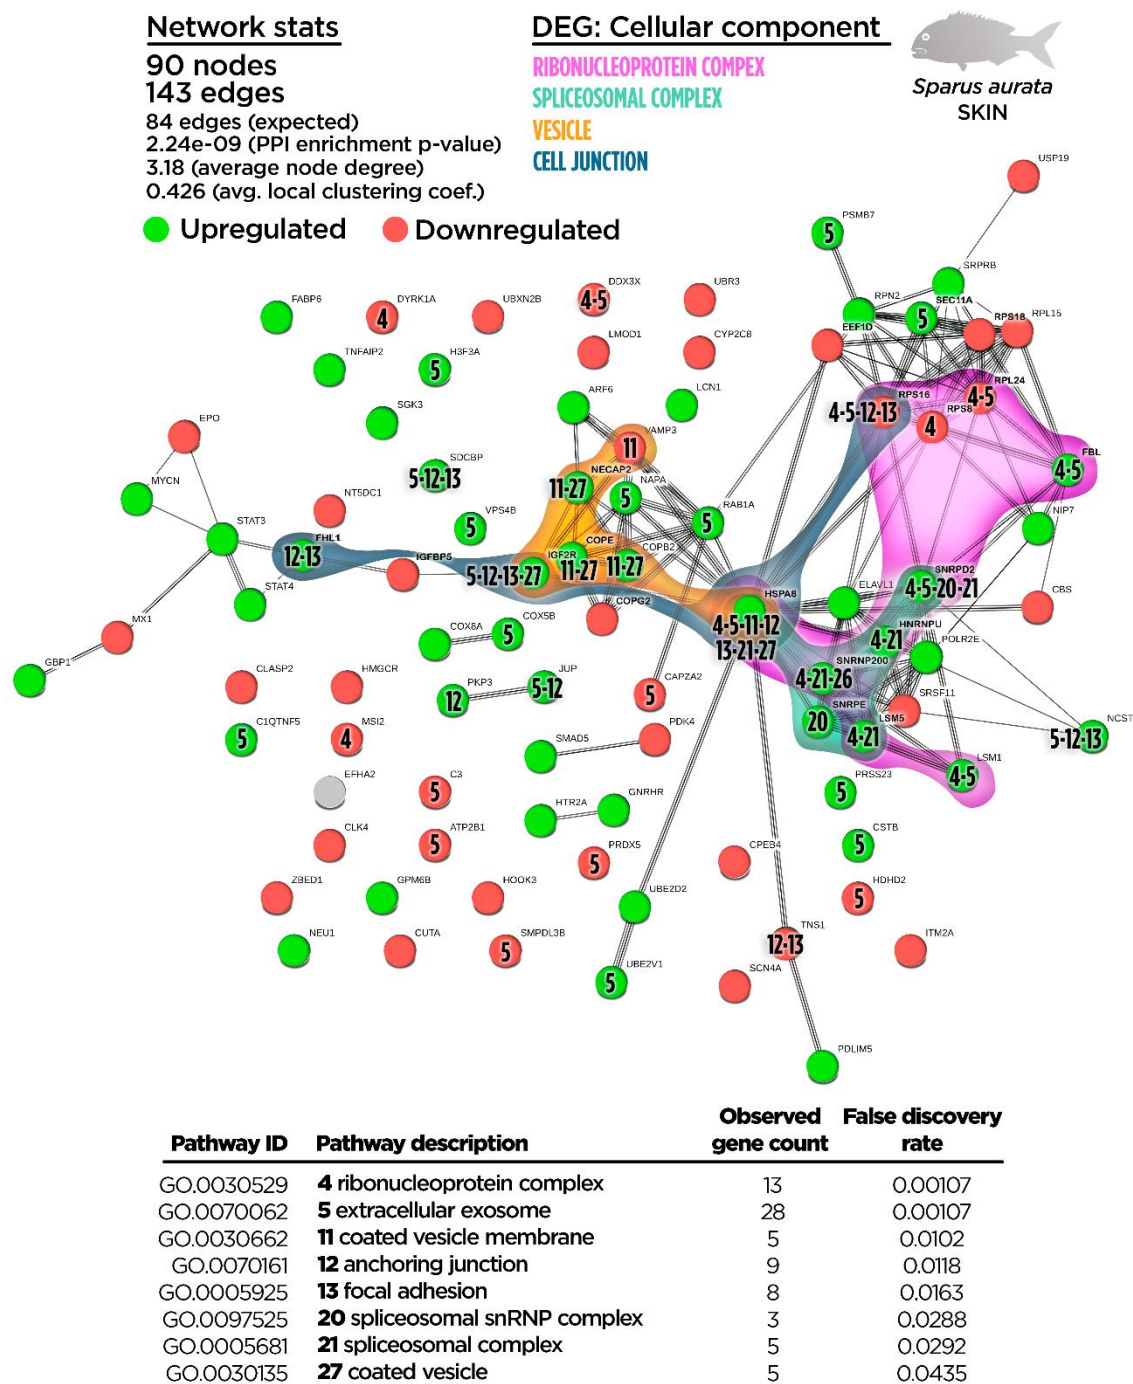

**Figure S3. Skin transcripteractome analysis for the cellular components in gilthead sea bream fed with SDPP supplemented diet.** The functional network statistics (Network stats) is indicated (upper left). Each node represents one differentially expressed gene (DEG) obtained from the skin transcriptomic analysis. The modulatory profile for DEGs is represented with green (upregulated) and red (downregulated). The number indicated into each node details the pathway description it

belongs. The integrative cluster analysis groups the DEGs classified into each of the cellular components terms indicated in color (upper right). The table shows the set of the GO enrichment pathways represented (bottom).

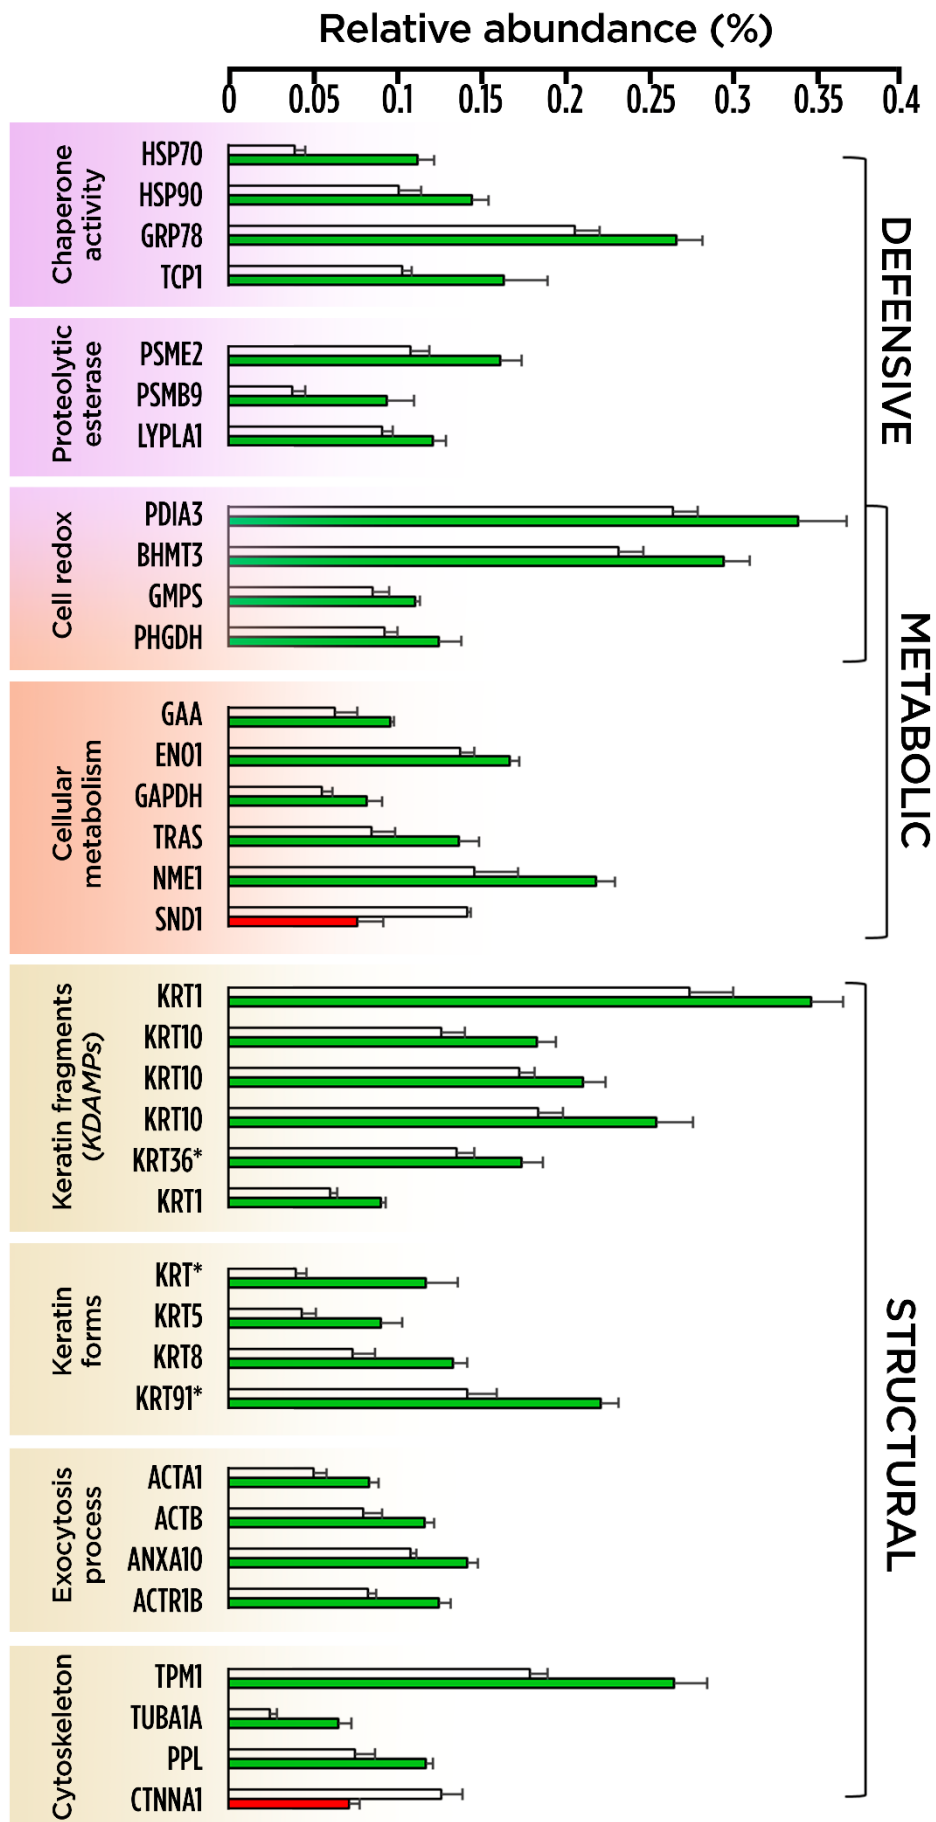

**Figure S4. Physiological grouping of differential expressed spots (DESS) in skin mucus.** Following their identification, spots were grouped according to main cellular function (indicated on the right column). The relative abundance (in percentage) is indicated for fish fed with control diet (white bars). The modulatory effect for the DES is indicated with green (upregulated) and red bars (downregulated).

## Network stats

25 nodes

65 edges

33 edges (expected)

8.51e-07 (PPI enrichment p-value)

5.2 (average node degree)

0.59 (avg. local clustering coef.)

● Upregulated

● Downregulated

## DES: Biological processes

PROTEIN FOLDING

PROTEIN IMPORT INTO MITOCHONDRIAL OUTER MEMBRANE

METABOLISM

EPIDERMAL / SKIN DEVELOPMENT & DIFFERENTIATION

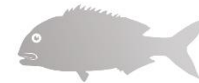

*Sparus aurata*  
SKIN MUCUS

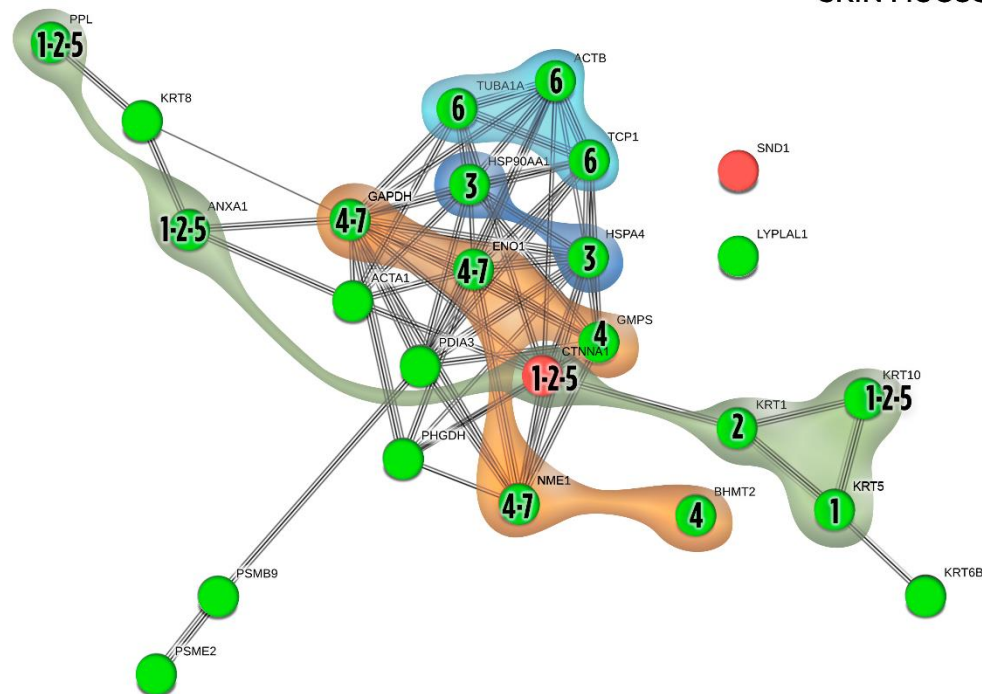

| Pathway ID | Pathway description                                | Observed gene count | False discovery rate |
|------------|----------------------------------------------------|---------------------|----------------------|
| GO.0008544 | 1 epidermis development                            | 5                   | 0.0329               |
| GO.0043588 | 2 skin development                                 | 5                   | 0.0329               |
| GO.0045040 | 3 protein import into mitochondrial outer membrane | 2                   | 0.0329               |
| GO.0046128 | 4 purine ribonucleoside metabolic process          | 5                   | 0.0329               |
| GO.0009913 | 5 epidermal cell differentiation                   | 4                   | 0.0348               |
| GO.0051084 | 6 de novo post-translational protein folding       | 3                   | 0.0348               |
| GO.0006165 | 7 nucleoside diphosphate phosphorylation           | 3                   | 0.0472               |

**Figure S5. Skin proteinteractome analysis for the biological processes in gilthead sea bream fed with SDPP supplemented diet.** The functional network statistics (Network stats) is indicated (upper left). Each node represents one differential expressed spot (DES) obtained from the skin proteomic analysis. The modulatory profile for DESs is represented with green (upregulated) or red

(downregulated) into each one. The number indicated into each node details the pathway description it belongs. The integrative cluster analysis groups the DESs classified into each one of the biological processes indicated in color (upper right). The table shows the set of the GO enrichment pathways represented (bottom).

**Network stats**

25 nodes  
65 edges  
33 edges (expected)  
8.51e-07 (PPI enrichment p-value)  
5.2 (average node degree)  
0.59 (avg. local clustering coef.)

● Upregulated  
● Downregulated

**DES: Cellular component**

MEMBRANE-BOUNDED VESICLE + EXTRACELLULAR REGION  
EXTRACELLULAR REGION  
MEMBRANE-BOUNDED VESICLE  
MELANOSOME  
CELL LEADING EDGE  
MYOFIBRIL + SARCOMERE

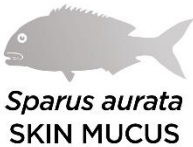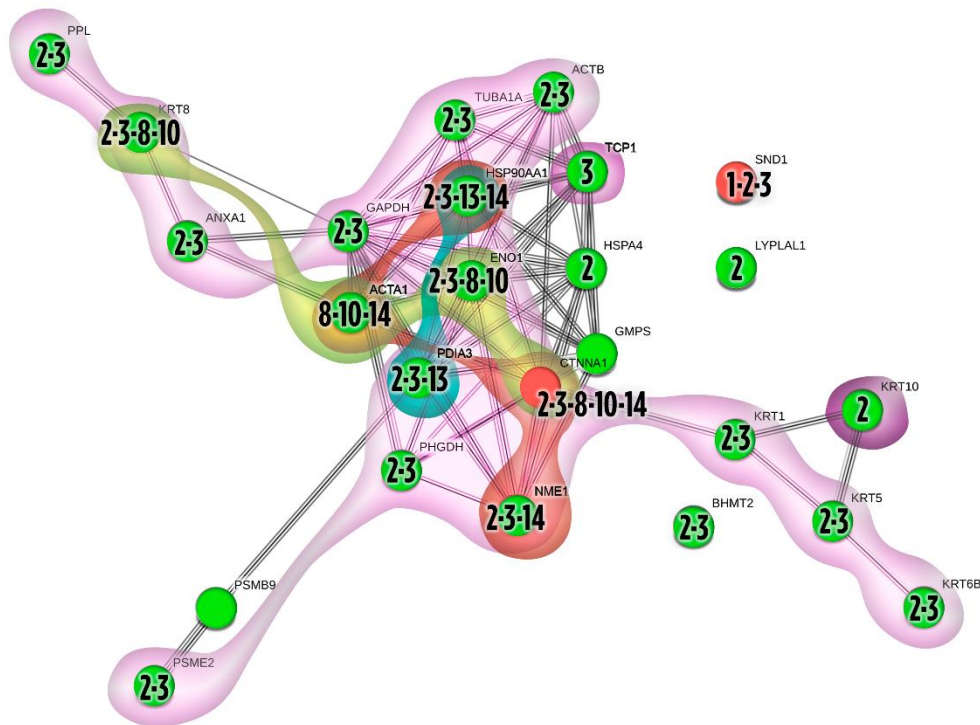

| Pathway ID | Pathway description               | Observed gene count | False discovery rate |
|------------|-----------------------------------|---------------------|----------------------|
| GO.0031988 | <b>2</b> membrane-bounded vesicle | 21                  | 2.73e-11             |
| GO.0005576 | <b>3</b> extracellular region     | 22                  | 1.09e-10             |
| GO.0030017 | <b>8</b> sarcomere                | 4                   | 0.00732              |
| GO.0030016 | <b>10</b> myofibril               | 4                   | 0.00939              |
| GO.0042470 | <b>13</b> melanosome              | 3                   | 0.0182               |
| GO.0031252 | <b>14</b> cell leading edge       | 4                   | 0.0452               |

Figure S6. Skin proteinteractome analysis for the cellular components in gilthead sea bream fed with SDPP supplemented diet. The functional network statistics (Network stats) is indicated (upper left). Each node represents one differential expressed spot (DES) obtained from the skin proteomic analysis. The modulatory profile for DESs is represented with green (upregulated) or red

(downregulated) into each node. The number indicated into each node details the pathway description it belongs. The integrative cluster analysis groups those DESs classified into each of the cellular components indicated in color (upper right). The “membrane-bound vesicle + extracellular region” cluster represents the common nodes for both cellular component. Keratin, Type I Cytoskeletal 10 (KRT10) and T-complex 1 (TCP1) genes are exclusively clustered into membrane-bound vesicle and extracellular region, respectively. The table shows the set of GO enrichment pathways represented (bottom).

## DEG + DES: Biological processes

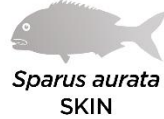

### Network stats

115 nodes • 313 edges

228 edges (expected) • 6.08e-08 (PPI enrichment p-value) • 5.44 (average node degree)  
0.428 (avg. local clustering coef.)

● Upregulated ● Downregulated ○ Protein 47 / 49 Immune-related

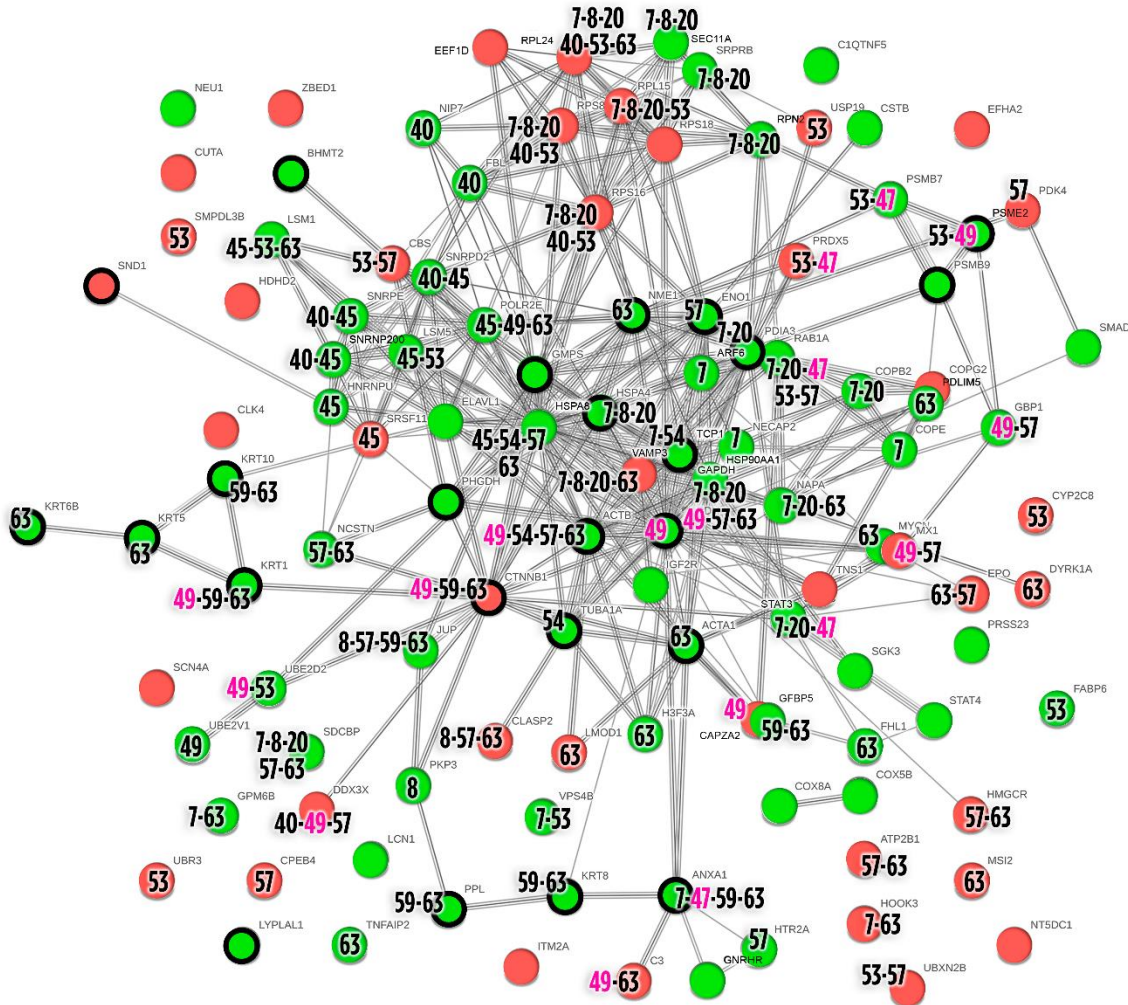

| Pathway ID | Pathway description                           | Observed gene count | False discovery rate |
|------------|-----------------------------------------------|---------------------|----------------------|
| GO.0015031 | 7 protein transport                           | 24                  | 1.79e-05             |
| GO.0072657 | 8 protein localization to membrane            | 14                  | 1.79e-05             |
| GO.0006886 | 20 intracellular protein transport            | 16                  | 0.000817             |
| GO.0022613 | 40 ribonucleoprotein complex biogenesis       | 9                   | 0.0133               |
| GO.0008380 | 45 RNA splicing                               | 9                   | 0.0226               |
| GO.0006952 | 47 defense response                           | 19                  | 0.0245               |
| GO.0045087 | 49 innate immune response                     | 15                  | 0.0247               |
| GO.0044248 | 53 cellular catabolic process                 | 19                  | 0.0308               |
| GO.0051084 | 54 de novo post-translational protein folding | 4                   | 0.0317               |
| GO.0009605 | 57 response to external stimulus              | 22                  | 0.0365               |
| GO.0043588 | 59 skin development                           | 7                   | 0.0365               |
| GO.0048856 | 63 anatomical structure development           | 37                  | 0.0365               |

**Figure S7. Skin mutiomics-based interactome analysis for the biological processes in gilthead sea bream fed with SDPP supplemented diet.** The functional network statistics (Network stats) is indicated (upper left). Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis (circles) or one differential expressed spot (DES) obtained from the skin proteomic analysis (bold circles). The modulatory profile for DEGs and DESs is represented with green (upregulated) or red (downregulated) into each node. The number indicated into each node details the set of the GO enrichment pathways it belongs and represented in the table (bottom). Since all the genes included in the “innate immune response” (number 49 in the functional network) are also contained in the “defense response” (number 47 in the functional network), all these common nodes are indicated with the number “49”. Those exclusive genes belonging to “defense response” (ANXA1; PRDX5; PMB7; STAT3) are represented in the multinteractome with the number “47”.

DEG + DES: Cellular component

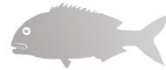

*Sparus aurata*  
SKIN

Network stats

115 nodes • 313 edges

228 edges (expected) • 6.08e-08 (PPI enrichment p-value) • 5.44 (average node degree)  
0.428 (avg. local clustering coef.)

● Upregulated ● Downregulated ○ Protein

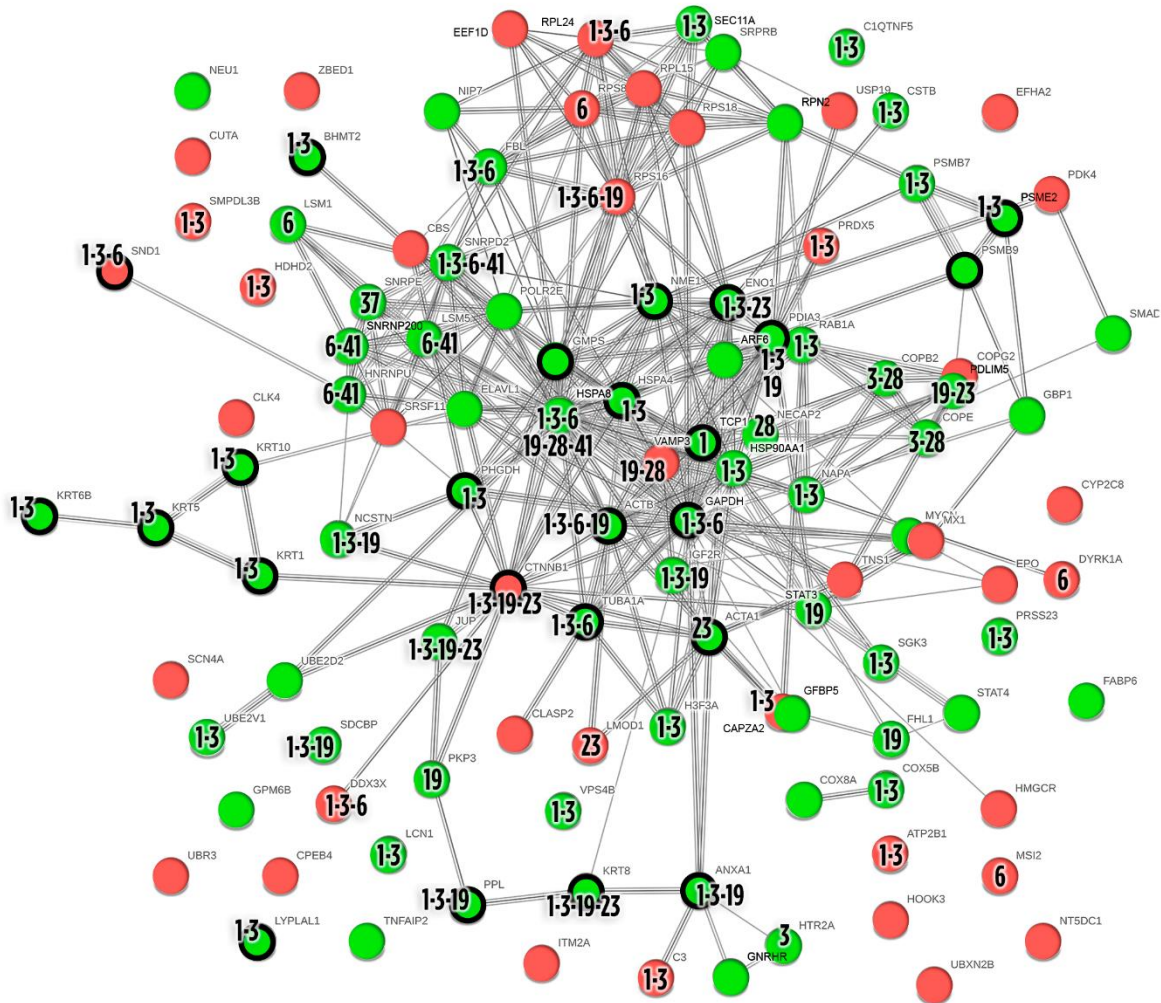

| Pathway ID | Pathway description                  | Observed gene count | False discovery rate |
|------------|--------------------------------------|---------------------|----------------------|
| GO.0070062 | <b>1</b> extracellular exosome       | 50                  | 2.08e-13             |
| GO.0031988 | <b>3</b> membrane-bounded vesicle    | 54                  | 1.18e-12             |
| GO.0030529 | <b>6</b> ribonucleoprotein complex   | 17                  | 9.27e-06             |
| GO.0030054 | <b>19</b> cell junction              | 17                  | 0.00395              |
| GO.0030016 | <b>23</b> myofibril                  | 7                   | 0.00685              |
| GO.0030662 | <b>28</b> coated vesicle membrane    | 5                   | 0.012                |
| GO.0097525 | <b>37</b> spliceosomal snRNP complex | 3                   | 0.0311               |
| GO.0005681 | <b>41</b> spliceosomal complex       | 5                   | 0.0454               |

**Figure S8. Skin mutiomics-based interactome analysis for the cellular components in gilthead sea bream fed with SDPP supplemented diet.** The functional network statistics (Network stats) is indicated (upper left). Each node represents one differential expressed gene (DEG) obtained from the skin transcriptomic analysis (circles) or one differential expressed spots (DES) obtained from the skin proteomic analysis (bold circles). The modulatory profile for DEGs or DESs is represented with green (upregulated) and red (downregulated) into each node. The number indicated into each node details the set of the GO enrichment pathways it belongs and represented in the table (bottom).

**Table S1. Identification of the 194 differential expressed genes obtained for gilthead sea bream skin mucosa fed with SDPP supplemented diet. 

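For each differentially expressed gene, Table S1 lists a description, a Log FC, a signed fold change and the p-value of the unpaired t-test. Log FC is the log2 of the fold change, since the columns differ by at most 7.47e-08 when put on one scale. The table holds 194 genes, of which 121 have a description and 73 are listed without one. In the paper's values, the Log FC ranges from -1.26 to 0.64 with a median size of 0.29, and the smallest p is 0.000922. The genes are listed by description and the probes of the files by clone or contig, so the entries were searched for among the probes by their values. The log2 change and the p of the methods' t-test were computed for 28648 probes without a filter, of which 2053 passed the unadjusted threshold. A probe with both values within 0.001 of those in the table was found for 14 of the 194 genes. When the p-values were shuffled between the genes of the table, an average of 18.5 genes over 100 shuffles found such a probe. The matches were therefore no more frequent than by coincidence, and no probe was named from Table S1.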

FC: fold-change.**

|                                                                                                  |             |            |             |
|--------------------------------------------------------------------------------------------------|-------------|------------|-------------|
| Unknown                                                                                          | -0.40855235 | -1.3273532 | 0.014583143 |
| Cystathioninebetasynthase a [Danio rerio]                                                        | -0.4156055  | -1.3338584 | 0.005819052 |
| Salmo salar clone ssalrgf527146 RNAbinding protein Musashi homolog 2 putative mRNA, complete cds | -0.42039254 | -1.3382916 | 0.024551108 |
| Unknown                                                                                          | -0.42799997 | -1.3453672 | 0.007983315 |
| Unknown                                                                                          | -0.44188645 | -1.3583794 | 0.036319997 |
| cytochrome P450 2N1 [Oryzias latipes]                                                            | -0.44328302 | -1.359695  | 0.007702444 |
| Takifugu rubripes Mx (Mx) gene, complete cds                                                     | -0.4481115  | -1.3642533 | 0.012160033 |
| Unknown                                                                                          | -0.44843885 | -1.3645629 | 0.010219141 |
| Unknown                                                                                          | -0.4678013  | -1.3830001 | 0.02690945  |
| CutA homolog precursor [Salmo salar]                                                             | -0.46812817 | -1.3833135 | 0.014634373 |
| Unknown                                                                                          | -0.47275776 | -1.3877597 | 0.004315861 |
| Lithognathus mormyrus clone lmos7p04d05 mRNA sequence                                            | -0.47949213 | -1.3942528 | 0.028006213 |
| haloacid dehalogenaselike hydrolase domain containing 2 [Danio rerio]                            | -0.49458694 | -1.4089173 | 0.015133366 |
| Cytochrome c oxidase polypeptide VIIaliver/heart, mitochondrial precursor [Salmo salar]          | -0.49711943 | -1.4113927 | 0.014214148 |
| Prkar2aa protein [Danio rerio]                                                                   | -0.523292   | -1.4372311 | 0.010254437 |
| pyruvate dehydrogenase kinase, isoenzyme 1, isoform CRA_g [Rattus norvegicus]                    | -0.54318666 | -1.4571877 | 0.0365411   |
| Unknown                                                                                          | -0.55551195 | -1.4696901 | 0.010885481 |
| Unknown                                                                                          | -0.57018447 | -1.4847134 | 0.030403653 |
| PREDICTED: similar to ZBED1 protein [Danio rerio]                                                | -0.61258596 | -1.5289974 | 0.017924473 |
| Unknown                                                                                          | -0.61443686 | -1.5309603 | 0.041099913 |
| Vesicleassociated membrane protein 3 [Salmo salar]                                               | -0.62210745 | -1.5391219 | 0.034277666 |
| HSC71 [Rivulus marmoratus]                                                                       | -0.6347294  | -1.5526465 | 0.039981253 |
| Unknown                                                                                          | -0.6633558  | -1.5837623 | 0.007013331 |
| Sadenosylmethionine synthetase isoform type1 [Salmo salar]                                       | -0.66609544 | -1.5867727 | 0.025390612 |
| Gamma-2-COP                                                                                      | -0.7075603  | -1.6330402 | 0.021634823 |
| Unknown                                                                                          | -0.7219495  | -1.6494094 | 0.049157176 |
| Efha2 protein [Mus musculus]                                                                     | -0.73936963 | -1.6694462 | 0.047796432 |
| Unknown                                                                                          | -0.74810785 | -1.6795886 | 0.011837308 |
| Unknown                                                                                          | -0.76574683 | -1.7002499 | 0.01336607  |
| Unknown                                                                                          | -0.8784937  | -1.8384548 | 0.010551265 |
| acid sphingomyelinaselike phosphodiesterase 3B [Bos taurus]                                      | -1.2609043  | -2.396459  | 0.003252534 |

---

**Table S2. List of the GO biological process enrichment analysis obtained from the microarrays-based transcriptomic analysis for gilthead sea bream skin mucosa fed with SDPP supplemented diet.**

| #Pathway ID | Pathway description                                         | Observed gene<br>count | False discovery<br>rate |
|-------------|-------------------------------------------------------------|------------------------|-------------------------|
| GO.0090150  | establishment of protein localization to membrane           | 12                     | 9.12E-06                |
| GO.0061024  | membrane organization                                       | 19                     | 1.16E-05                |
| GO.0045184  | establishment of protein localization                       | 22                     | 3.54E-05                |
| GO.0034613  | cellular protein localization                               | 20                     | 4.89E-05                |
| GO.0044802  | single-organism membrane organization                       | 16                     | 4.89E-05                |
| GO.0072657  | protein localization to membrane                            | 12                     | 8.77E-05                |
| GO.0033036  | macromolecule localization                                  | 26                     | 9.77E-05                |
| GO.0008104  | protein localization                                        | 23                     | 0.000219                |
| GO.0016482  | cytoplasmic transport                                       | 15                     | 0.00027                 |
| GO.1902580  | single-organism cellular localization                       | 16                     | 0.000313                |
| GO.0015031  | protein transport                                           | 19                     | 0.000398                |
| GO.0006614  | SRP-dependent cotranslational protein targeting to membrane | 7                      | 0.000487                |
| GO.0006612  | protein targeting to membrane                               | 8                      | 0.000542                |
| GO.0016071  | mRNA metabolic process                                      | 13                     | 0.000542                |
| GO.1902582  | single-organism intracellular transport                     | 17                     | 0.00184                 |
| GO.0071702  | organic substance transport                                 | 22                     | 0.00231                 |
| GO.0000375  | RNA splicing, via transesterification reactions             | 8                      | 0.00264                 |
| GO.0022613  | ribonucleoprotein complex biogenesis                        | 9                      | 0.00374                 |
| GO.0006886  | intracellular protein transport                             | 13                     | 0.00454                 |
| GO.0008380  | RNA splicing                                                | 9                      | 0.00649                 |
| GO.0033365  | protein localization to organelle                           | 11                     | 0.00649                 |
| GO.0044248  | cellular catabolic process                                  | 18                     | 0.00735                 |
| GO.0044085  | cellular component biogenesis                               | 21                     | 0.0119                  |
| GO.0043624  | cellular protein complex disassembly                        | 7                      | 0.0133                  |
| GO.0006396  | RNA processing                                              | 12                     | 0.0156                  |
| GO.0000398  | mRNA splicing, via spliceosome                              | 7                      | 0.016                   |
| GO.0006397  | mRNA processing                                             | 9                      | 0.0198                  |
| GO.0022618  | ribonucleoprotein complex assembly                          | 6                      | 0.0198                  |
| GO.0006605  | protein targeting                                           | 9                      | 0.022                   |
| GO.0046907  | intracellular transport                                     | 16                     | 0.022                   |
| GO.0048523  | negative regulation of cellular process                     | 31                     | 0.022                   |
| GO.0044265  | cellular macromolecule catabolic process                    | 12                     | 0.0249                  |
| GO.0048519  | negative regulation of biological process                   | 32                     | 0.0332                  |
| GO.0000956  | nuclear-transcribed mRNA catabolic process                  | 6                      | 0.0341                  |
| GO.0051239  | regulation of multicellular organismal process              | 22                     | 0.0341                  |
| GO.0002159  | desmosome assembly                                          | 2                      | 0.035                   |
| GO.0072594  | establishment of protein localization to organelle          | 8                      | 0.0359                  |
| GO.0001649  | osteoblast differentiation                                  | 5                      | 0.0435                  |
| GO.0034622  | cellular macromolecular complex assembly                    | 10                     | 0.0436                  |
| GO.0042254  | ribosome biogenesis                                         | 6                      | 0.0436                  |
| GO.0016032  | viral process                                               | 11                     | 0.0443                  |
| GO.0006900  | membrane budding                                            | 4                      | 0.0493                  |

**Table S3. List of the GO cellular component process enrichment analysis obtained from the microarrays-based transcriptomic analysis for gilthead sea bream skin mucosa fed with SDPP supplemented diet.**

| #Pathway ID | Pathway description            | Observed gene count | False discovery rate |
|-------------|--------------------------------|---------------------|----------------------|
| GO.0005829  | cytosol                        | 38                  | 3.51E-07             |
| GO.0031988  | membrane-bounded vesicle       | 33                  | 0.00101              |
| GO.0030529  | ribonucleoprotein complex      | 13                  | 0.00107              |
| GO.0070062  | extracellular exosome          | 28                  | 0.00107              |
| GO.0032991  | macromolecular complex         | 37                  | 0.0011               |
| GO.0044422  | organelle part                 | 52                  | 0.0011               |
| GO.0044446  | intracellular organelle part   | 51                  | 0.00124              |
| GO.0044421  | extracellular region part      | 31                  | 0.00539              |
| GO.0044444  | cytoplasmic part               | 48                  | 0.00539              |
| GO.0030662  | coated vesicle membrane        | 5                   | 0.0102               |
| GO.0070161  | anchoring junction             | 9                   | 0.0118               |
| GO.0005925  | focal adhesion                 | 8                   | 0.0163               |
| GO.0043227  | membrane-bounded organelle     | 63                  | 0.0163               |
| GO.0098805  | whole membrane                 | 19                  | 0.0163               |
| GO.0098588  | bounding membrane of organelle | 21                  | 0.0193               |
| GO.0031090  | organelle membrane             | 25                  | 0.0207               |
| GO.0034715  | piCln-Sm protein complex       | 2                   | 0.0207               |
| GO.0005576  | extracellular region           | 32                  | 0.0288               |
| GO.0097525  | spliceosomal snRNP complex     | 3                   | 0.0288               |
| GO.0005681  | spliceosomal complex           | 5                   | 0.0292               |
| GO.0043226  | organelle                      | 64                  | 0.0294               |
| GO.0005687  | U4 snRNP                       | 2                   | 0.0297               |
| GO.0030120  | vesicle coat                   | 3                   | 0.0394               |
| GO.0043229  | intracellular organelle        | 60                  | 0.0423               |
| GO.0034709  | methylosome                    | 2                   | 0.043                |
| GO.0030135  | coated vesicle                 | 5                   | 0.0435               |
| GO.0042470  | melanosome                     | 4                   | 0.0436               |
| GO.0005682  | U5 snRNP                       | 2                   | 0.0454               |

**Table S4. Identification of the 35 differentially expressed spots for gilthead sea bream skin mucus fed with SDPP supplemented diet**

| SPOT            | INT %             |       | INT %             |       | INT  |  | Protein                         | Gene                | Theoretical <sup>c</sup> |      |     | Observed <sup>c</sup> |                 |                    | Score <sup>c</sup> |  | SQ <sup>c</sup> | Species <sup>c</sup>          | UniProtKB <sup>d</sup> |
|-----------------|-------------------|-------|-------------------|-------|------|--|---------------------------------|---------------------|--------------------------|------|-----|-----------------------|-----------------|--------------------|--------------------|--|-----------------|-------------------------------|------------------------|
| ID <sup>a</sup> | CTRL <sup>b</sup> | SEM   | SDPP <sup>b</sup> | SEM   | FOLD |  | Identity <sup>c</sup>           | Symbol <sup>d</sup> | MW                       | pI   | MW  | pI                    | UP <sup>c</sup> | Score <sup>c</sup> | SQ <sup>c</sup>    |  |                 |                               |                        |
| 1               | 0.040             | 0.007 | 0.118             | 0.019 | 2.97 |  | Type I keratin-like protein     | KRT 1               | 35.5                     | 5.02 | 41  | 3.92                  | 9               | 252                | 75.72              |  |                 | <i>Sparus aurata</i>          |                        |
| 2               | 0.039             | 0.006 | 0.113             | 0.009 | 2.85 |  | Heat shock protein 70           | HSP70               | 70.8                     | 5.36 | 76  | 3.00                  | 23              | 117                | 45.20              |  |                 | <i>N. korthausae</i>          | COLMQ3                 |
| 3               | 0.024             | 0.005 | 0.065             | 0.008 | 2.70 |  | Tubulin alpha chain             | TUBA1A              | 50.1                     | 5.11 | 59  | 6.19                  | 17              | 127                | 58.22              |  |                 | <i>Salmo salar</i>            | P13645                 |
| 4               | 0.037             | 0.008 | 0.094             | 0.016 | 2.51 |  | Proteasome beta 9-SU            | PSMB9               | 23.1                     | 7.80 | 17  | 8.79                  | 4               | 91                 | 20.28              |  |                 | <i>Oplegnathus fasciatus</i>  | A0A146ZRJ4             |
| 5               | 0.043             | 0.009 | 0.090             | 0.013 | 2.10 |  | Keratin 5                       | KRT5                | 58.3                     | 5.55 | 222 | 4.00                  | 3               | 108                | 23.14              |  |                 | <i>N. kuhntae</i>             | P04264                 |
| 6               | 0.073             | 0.014 | 0.133             | 0.009 | 1.82 |  | Keratin. type II cytoskeletal 8 | KRT8                | 55.4                     | 5.00 | 53  | 3.97                  | 2               | 134                | 18.97              |  |                 | <i>Fundulus heteroclitus</i>  | A0A1A8HT27             |
| 7               | 0.050             | 0.008 | 0.084             | 0.005 | 1.66 |  | Actin. cytoplasmic 1            | ACTA1               | 41.7                     | 5.48 | 46  | 3.07                  | 3               | 377                | 76.27              |  |                 | <i>Fundulus heteroclitus</i>  | A0A146VU59             |
| 8               | 0.085             | 0.014 | 0.137             | 0.012 | 1.62 |  | Threonyl-tRNA synthetase        | TRAS                | 82.8                     | 7.01 | 90  | 8.09                  | 19              | 101                | 26.88              |  |                 | <i>Danio rerio</i>            | A0A146ZJT9             |
| 9               | 0.103             | 0.006 | 0.164             | 0.026 | 1.59 |  | T-Complex Protein 1 S-Alpha     | TCP1                | 60.4                     | 6.58 | 67  | 6.77                  | 19              | 143                | 51.43              |  |                 | <i>Oreochromis niloticus</i>  | G3NMS8                 |
| 10              | 0.075             | 0.012 | 0.118             | 0.004 | 1.57 |  | Periplakin (putative)           | PPL                 | 206.7                    | 6.99 | 114 | 7.90                  | 10              | 124                | 6.31               |  |                 | <i>Larimichthys crocea</i>    | I3K6A8                 |
| 11              | 0.142             | 0.018 | 0.221             | 0.011 | 1.56 |  | Keratin-91                      | KRT91               | 50.0                     | 5.43 | 43  | 3.45                  | 10              | 117                | 17.17              |  |                 | <i>Danio rerio</i>            | O60437                 |
| 12              | 0.063             | 0.014 | 0.096             | 0.003 | 1.52 |  | Alpha-1.4 glucan phosphorylase  | GAA                 | 100.5                    | 7.17 | 102 | 4.01                  | 13              | 68                 | 18.92              |  |                 | <i>Oryzias latipes</i>        |                        |
| 13              | 0.083             | 0.006 | 0.125             | 0.007 | 1.52 |  | Beta-centractin                 | ACTR1B              | 42.4                     | 7.23 | 47  | 8.46                  | 14              | 413                | 61.70              |  |                 | <i>Larimichthys crocea</i>    | P13645                 |
| 14              | 0.060             | 0.004 | 0.090             | 0.003 | 1.51 |  | Keratin. type II cytoskeletal 1 | KRT1                | 66.0                     | 8.12 | 35  | 4.23                  | 18              | 388                | 47.05              |  |                 |                               | A0A0F8BFK0             |
| 15              | 0.108             | 0.012 | 0.162             | 0.013 | 1.50 |  | Proteasome act complex S-2      | PSME2               | 27.8                     | 5.36 | 29  | 4.17                  | 3               | 118                | 11.84              |  |                 | <i>Oplegnathus fasciatus</i>  | P04264                 |
| 16              | 0.055             | 0.007 | 0.082             | 0.009 | 1.50 |  | Glyceraldehyde-3-P-DH           | GAPDH               | 36.0                     | 6.84 | 40  | 7.38                  | 8               | 387                | 57.61              |  |                 | <i>Pagrus major</i>           |                        |
| 17              | 0.146             | 0.026 | 0.219             | 0.011 | 1.49 |  | Nucleoside diphosphate kinase   | NME1                | 17.0                     |      | 14  | 7.56                  | 3               | 498                | 65.13              |  |                 | <i>Sparus aurata</i>          | Q90WD9                 |
| 18              | 0.179             | 0.011 | 0.266             | 0.019 | 1.48 |  | Tropomyosin alpha-1 chain       | TPM1                | 42.2                     | 6.93 | 31  | 3.46                  | 15              | 113                | 30.96              |  |                 | <i>Larimichthys crocea</i>    | B5APB7                 |
| 19              | 0.080             | 0.011 | 0.117             | 0.006 | 1.46 |  | Beta actin                      | ACTB                | 41.8                     | 4.70 | 47  | 4.71                  | 16              | 230                | 56.27              |  |                 | <i>Pagrus major</i>           | A0A0F8AT58             |
| 20              | 0.127             | 0.014 | 0.184             | 0.012 | 1.45 |  | Keratin. type I cytoskeletal 10 | KRT10               | 59.5                     | 5.48 | 12  | 3.78                  | 19              | 120                | 48.23              |  |                 |                               | P60709                 |
| 21              | 0.101             | 0.013 | 0.145             | 0.010 | 1.43 |  | Heat shock protein 90           | HSP90               | 83.2                     | 5.01 | 99  | 3.89                  | 11              | 246                | 46.90              |  |                 | <i>Miichthys miiuy</i>        | P13645                 |
| 22              | 0.184             | 0.015 | 0.255             | 0.022 | 1.39 |  | Keratin. type I cytoskeletal 10 | KRT10               | 59.5                     |      | 20  | 3.55                  | 22              | 144                | 50.08              |  |                 |                               | I3RWW5                 |
| 23              | 0.093             | 0.008 | 0.125             | 0.013 | 1.35 |  | D-3-phosphoglycerate DH         | PHGDH               | 55.7                     | 6.16 | 62  | 8.49                  | 1               | 307                | 23.06              |  |                 | <i>Gasterosteus aculeatus</i> | P13645                 |
| 24              | 0.092             | 0.006 | 0.122             | 0.008 | 1.33 |  | Lysophospholipase               | LYPLA1              | 25.1                     | 7.50 | 24  | 8.18                  | 7               | 101                | 41.38              |  |                 | <i>Dicentrarchus labrax</i>   | G3NN91                 |
| 25              | 0.108             | 0.004 | 0.142             | 0.006 | 1.32 |  | Annexin                         | ANXA10              | 35.0                     | 5.74 | 30  | 4.04                  | 3               | 106                | 16.61              |  |                 | <i>Takifugu rubripes</i>      | O75608                 |
| 26              | 0.085             | 0.010 | 0.111             | 0.003 | 1.30 |  | GMP synthase                    | GMPS                | 78.5                     | 7.23 | 76  | 8.34                  | 6               | 366                | 67.98              |  |                 | <i>Larimichthys crocea</i>    | H2URI3                 |
| 27              | 0.206             | 0.015 | 0.267             | 0.015 | 1.29 |  | Glucose-regulated protein 78    | GRP78               | 72.1                     | 5.08 | 76  | 3.92                  | 2               | 629                | 42.97              |  |                 | <i>Larimichthys crocea</i>    | A0A0F8BMB0             |
| 28              | 0.136             | 0.010 | 0.174             | 0.013 | 1.28 |  | Keratin. type I (Fragment)      | KRT36               | 93.3                     | 5.68 | 49  | 5.43                  | 1               | 182                | 8.68               |  |                 | <i>Scleropages formosus</i>   | A0A1D8DE67             |

|    |       |       |       |       |      |                                 |        |       |      |     |      |    |     |       |                               |            |
|----|-------|-------|-------|-------|------|---------------------------------|--------|-------|------|-----|------|----|-----|-------|-------------------------------|------------|
| 29 | 0.264 | 0.015 | 0.339 | 0.029 | 1.28 | Protein disulfide-isomerase     | PDIA3  | 54.8  | 4.84 | 61  | 3.61 | 6  | 167 | 19.35 | <i>Tetraodon nigroviridis</i> | A0A0P7VOL9 |
| 30 | 0.232 | 0.015 | 0.295 | 0.016 | 1.27 | BHMT                            | BHMT3  | 44.1  | 6.71 | 48  | 8.02 | 13 | 959 | 66.50 | <i>Sparus aurata</i>          | Q4RZP6     |
| 31 | 0.274 | 0.026 | 0.347 | 0.019 | 1.26 | Keratin, type II cytoskeletal 1 | KRT1   | 66.0  | 8.12 | 27  | 3.70 | 9  | 54  | 22.05 |                               | V9HXV7     |
| 32 | 0.173 | 0.010 | 0.211 | 0.013 | 1.22 | Keratin, type I cytoskeletal 10 | KRT10  | 59.5  |      | 17  | 4.12 | 19 | 126 | 46.54 |                               | P04264     |
| 33 | 0.138 | 0.008 | 0.167 | 0.006 | 1.21 | Enolase 1                       | ENO1   | 46.9  | 6.58 | 52  | 6.64 | 15 | 369 | 42.13 | <i>Takifugu rubripes</i>      | P13645     |
| 34 | 0.126 | 0.013 | 0.071 | 0.006 | 0.56 | Catenin Alpha 1                 | CTNNA1 | 100.4 | 6.38 | 102 | 7.91 | 20 | 128 | 34.95 | <i>Takifugu rubripes</i>      | H2TDQ7     |
| 35 | 0.142 | 0.002 | 0.077 | 0.015 | 0.54 | Staphylococcal nuclease         | SND1   | 102.2 | 7.58 | 109 | 8.50 | 4  | 370 | 29.42 | <i>Oryzias latipes</i>        |            |

a Spot number attributed to DSP in text and Supplementary Figure 2.

b Mean and standard error of the mean (SEM) for each individual spot from 5 replicate for Control and SDPP conditions (pools of soluble protein extract from 2 or 3 fish).

c Protein identities, theoretical, and observed MW and pI, peptides matched (unique peptides, UP), percentage sequence coverage (SQ) and species identification were supplied by the Mascot Search Results (Matrix science). Further details of search conditions in Material and Methods section.

d Gene symbol and UniprotKB (<http://www.uniprot.org>) of each protein were obtained from the Genecards database search process.

**Table S5. List of the GO biological process enrichment analysis obtained from the 2-dimensional electrophoresis-based proteome analysis for gilthead sea bream skin mucus fed with SDPP supplemented diet.**

| Pathway ID | Pathway description                              | Observed gene count | False discovery rate |
|------------|--------------------------------------------------|---------------------|----------------------|
| GO.0008544 | epidermis development                            | 5                   | 0.0329               |
| GO.0043588 | skin development                                 | 5                   | 0.0329               |
| GO.0045040 | protein import into mitochondrial outer membrane | 2                   | 0.0329               |
| GO.0046128 | purine ribonucleoside metabolic process          | 5                   | 0.0329               |
| GO.0009913 | epidermal cell differentiation                   | 4                   | 0.0348               |
| GO.0051084 | de novo posttranslational protein folding        | 3                   | 0.0348               |
| GO.0006165 | nucleoside diphosphate phosphorylation           | 3                   | 0.0472               |

**Table S6. List of the GO cellular component enrichment analysis obtained from the 2-dimensional electrophoresis-based proteome analysis for gilthead sea bream skin mucus fed with SDPP supplemented diet.**

| #Pathway ID | Pathway description                | Observed gene count | False discovery rate |
|-------------|------------------------------------|---------------------|----------------------|
| GO.0070062  | extracellular exosome              | 22                  | 1.66E-14             |
| GO.0031988  | membrane-bounded vesicle           | 21                  | 2.73E-11             |
| GO.0005576  | extracellular region               | 22                  | 1.09E-10             |
| GO.0043209  | myelin sheath                      | 6                   | 5.10E-06             |
| GO.0045095  | keratin filament                   | 5                   | 1.49E-05             |
| GO.0005829  | cytosol                            | 15                  | 3.35E-05             |
| GO.0097433  | dense body                         | 2                   | 0.00292              |
| GO.0030017  | sarcomere                          | 4                   | 0.00732              |
| GO.0005882  | intermediate filament              | 4                   | 0.00808              |
| GO.0030016  | myofibril                          | 4                   | 0.00939              |
| GO.0005634  | nucleus                            | 17                  | 0.0117               |
| GO.0045111  | intermediate filament cytoskeleton | 4                   | 0.0153               |
| GO.0042470  | melanosome                         | 3                   | 0.0182               |
| GO.0031252  | cell leading edge                  | 4                   | 0.0452               |

**Table S7. List of the GO biological process enrichment analysis obtained for multiomics interactome-based analysis in gilthead sea bream skin mucosa fed with SDPP supplemented diet.**

|            |                                                |    |        |
|------------|------------------------------------------------|----|--------|
| GO.0048468 | cell development                               | 20 | 0.0365 |
| GO.0048856 | anatomical structure development               | 37 | 0.0365 |
| GO.0051049 | regulation of transport                        | 21 | 0.0365 |
| GO.0044265 | cellular macromolecule catabolic process       | 13 | 0.0388 |
| GO.1901575 | organic substance catabolic process            | 19 | 0.0459 |
| GO.0009057 | macromolecule catabolic process                | 14 | 0.0487 |
| GO.0033032 | regulation of myeloid cell apoptotic process   | 3  | 0.0487 |
| GO.0051239 | regulation of multicellular organismal process | 25 | 0.0487 |
| GO.0006810 | transport                                      | 32 | 0.0491 |

---

**Table S8. List of the GO cellular component enrichment analysis obtained for multiomics interactome-based analysis in gilthead sea bream skin mucosa fed with SDPP supplemented diet.**

| #Pathway ID | Pathway description                          | Observed gene count | False discovery rate |
|-------------|----------------------------------------------|---------------------|----------------------|
| GO.0070062  | extracellular exosome                        | 50                  | 2.08E-13             |
| GO.0005829  | cytosol                                      | 53                  | 2.30E-13             |
| GO.0031988  | membrane-bounded vesicle                     | 54                  | 1.18E-12             |
| GO.0044421  | extracellular region part                    | 53                  | 6.40E-11             |
| GO.0005576  | extracellular region                         | 54                  | 1.40E-08             |
| GO.0030529  | ribonucleoprotein complex                    | 17                  | 9.27E-06             |
| GO.0032991  | macromolecular complex                       | 48                  | 2.45E-05             |
| GO.0043209  | myelin sheath                                | 9                   | 3.33E-05             |
| GO.0005925  | focal adhesion                               | 12                  | 9.12E-05             |
| GO.0044444  | cytoplasmic part                             | 63                  | 9.12E-05             |
| GO.0070161  | anchoring junction                           | 13                  | 9.12E-05             |
| GO.0042470  | melanosome                                   | 7                   | 0.000119             |
| GO.0044422  | organelle part                               | 65                  | 0.000119             |
| GO.0044446  | intracellular organelle part                 | 63                  | 0.000283             |
| GO.0005634  | nucleus                                      | 57                  | 0.00117              |
| GO.0043227  | membrane-bounded organelle                   | 81                  | 0.00124              |
| GO.0005912  | adherens junction                            | 11                  | 0.00141              |
| GO.0030017  | sarcomere                                    | 7                   | 0.00395              |
| GO.0030054  | cell junction                                | 17                  | 0.00395              |
| GO.0098805  | whole membrane                               | 23                  | 0.00529              |
| GO.0071664  | catenin-TCF7L2 complex                       | 2                   | 0.00547              |
| GO.0043234  | protein complex                              | 37                  | 0.00669              |
| GO.0030016  | myofibril                                    | 7                   | 0.00685              |
| GO.0043232  | intracellular non-membrane-bounded organelle | 34                  | 0.00899              |
| GO.0045095  | keratin filament                             | 5                   | 0.00899              |
| GO.0030057  | desmosome                                    | 3                   | 0.00972              |
| GO.0031410  | cytoplasmic vesicle                          | 16                  | 0.0106               |
| GO.0030662  | coated vesicle membrane                      | 5                   | 0.012                |
| GO.0016023  | cytoplasmic membrane-bounded vesicle         | 15                  | 0.0122               |
| GO.0072562  | blood microparticle                          | 5                   | 0.0136               |
| GO.0034715  | pICln-Sm protein complex                     | 2                   | 0.018                |
| GO.0097433  | dense body                                   | 2                   | 0.018                |
| GO.0036464  | cytoplasmic ribonucleoprotein granule        | 5                   | 0.0223               |
| GO.0043226  | organelle                                    | 79                  | 0.0246               |
| GO.0005687  | U4 snRNP                                     | 2                   | 0.0299               |
| GO.0016342  | catenin complex                              | 2                   | 0.0299               |
| GO.0097525  | spliceosomal snRNP complex                   | 3                   | 0.0311               |
| GO.0044428  | nuclear part                                 | 33                  | 0.0336               |
| GO.0043231  | intracellular membrane-bounded organelle     | 70                  | 0.0351               |
| GO.0034709  | methylosome                                  | 2                   | 0.0439               |
| GO.0005681  | spliceosomal complex                         | 5                   | 0.0454               |
| GO.0030120  | vesicle coat                                 | 3                   | 0.0454               |

Table S9: List of orthologue *H. sapiens* Entrez Gene ID for differential expressed genes (DEGs) or differential expressed spots (DEs) in *Sparus aurata*. The data source (DEG; DES), *S. aurata* gene annotation, and *H. sapiens* acronym gene name are detailed.

|                                                     |          |
|-----------------------------------------------------|----------|
| Beta actin                                          | ACTB     |
| Keratin, type I cytoskeletal 10                     | KRT10    |
| Heat shock protein 90                               | HSP90AA1 |
| D-3-phosphoglycerate dehydrogenase                  | PHGDH    |
| Lysophospholipase (esterase activity)               | LYPLAL1  |
| Annexin                                             | ANXA1    |
| GMP synthase [glutamine-hydrolyzing]                | GMPS     |
| Keratin, type I cuticular Ha6-like (Fragment)       | KRT1     |
| Protein disulfide-isomerase                         | PDIA3    |
| Betaine homocysteine methyltransferase isoform 3    | BHMT2    |
| Enolase 1                                           | ENO1     |
| Catenin alpha 1                                     | CTNNB1   |
| Staphylococcal nuclease domain-containing protein 1 | SND1     |

---

How the deposited data were processed for this re-analysis (not part of the article)

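The transcriptomic data cover 6 pools of gilthead sea bream skin RNA, 3 from fish fed the control diet and 3 from fish fed the diet with 3% SDPP, each pool made of 4 fish sampled after 95 days. Each pool was hybridized to 1 single-colour Cy3 array. Diet and pool number were taken from the sample labels, which give the same groups as the methods. The proteomic, histological and growth data of the paper were not analysed here.

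The authors deposited one scanner table per array, with spot intensities on a linear scale that the Feature Extraction software had corrected for background and for spatial trends but not normalized between arrays. The software replaced signals near or below background by a positive surrogate, so the lowest values and the changes measured against them are limited by it. The headers of these tables name a later version of the software and another scanner model than the methods do. The authors also deposited a table of log2 values for the whole series. It equals the log2 of the background-subtracted signal of each spot, within 5e-09 on every array, with no normalization between arrays, and it is empty for 8663 to 14733 spots per array. The normalized values and the list of filtered genes from GeneSpring were not used here.

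From the scanner tables, control spots and spots with an outlier flag were left out. The log2 of the processed intensity of each spot was taken, the 75th percentile of the array was subtracted, and the spots of one probe were averaged on the log2 scale. A probe was tested when it was well above background on at least 3 of the 6 arrays (on an array, in at least 50% of its spots) and had a value on all 6. This left 13059 of 28793 probes, and 109 probes were lost because an array had an outlier flag on all of their spots. The diets were compared by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes. The methods name a threshold of 0.05 on the unadjusted p-value of an unpaired t-test, which was run on the same values. Figures were drawn with matplotlib 3.10.9. On simulated arrays with the spread of the 13059 tested probes and 200 probes changed by a log2 change of 1, limma called 94% of the changed probes before adjustment and 34% after it, and the methods' t-test 87% and 9.5%. On simulated arrays without any changed probe, limma called 5.16% and the t-test 4.98% of the probes before adjustment. The noise was drawn independently for each probe, so these shares do not cover differences that many probes of an array have in common. The shares of changed probes called hold for that number and size of changes only.

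The share of spots well above background ran from 28.2% (control replicate 2) to 52.7% (SDPP replicate 2), and the median signal of the array from 326 to 610. A probe below background on every array of a diet has only a bound there. All 6 arrays were kept in the comparison.

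The 2 probes with the largest rise and the 2 with the largest fall among those past the unadjusted threshold, with no overlap between the diets, are named. The rule set before the data were examined asked for 5 annotated probes in each direction and for the genes that the paper names. It was shortened because the files do not pair probes with gene names, and the clone and contig names had 0 matches in the reference gene table of the assembly fSpaAur1.1. For the same reason some planned tests were not run with the files used here. They were those of 8 gene families, of the transcripts of the mucus proteins, of muscle and blood markers and of the direction of the genes in Table S1. The paper states that the information on the array platform is held in a public repository, but no annotation from that source was used here. The conclusions on gene ontology and on single genes therefore have no values here.

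The alternatives set before the data were examined were the t-test of the methods, the pool number as a replicate block, the slide as a random block, normexp background correction (offset 50), quantile and median normalization, the authors' log2 table, no filter, a filter on all 6 arrays, a filter at the 20th percentile of the raw signal, keeping flagged spots, averaging the probes of a name, eBayes with trend and robust, and leaving out each pool. Normexp was run on the median signal of the spot, since the tables used here give the median and not the mean signal. The slide block was changed after the data were seen. The usual estimate of the correlation within slides (duplicateCorrelation) gave no value with only 1 slide holding 2 arrays, and a correlation of 0.25 was set in its place, derived from the correlation of 0.167 between the deviations of those arrays from their diet means. The spike-in level as a covariate was added after the data were examined. All 10 ways to divide the 6 arrays into 3 and 3 were fitted in the same way as the split by diet.

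Before the test of the entries of Table S1 that is reported, other ways to compute the values were tried in search of a match, namely other signals, averaging rules and normalizations and other assignments of arrays to groups. None matched more than a small part of the entries, a comparison with shuffled p-values was made for the reported test only, and none was used to change the groups.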

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

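The spike-in covariates, the t-test for the share of up-regulated probes and all alternatives for the number of changes over 1.5-fold, the first component and the probes of one name were chosen after the data were examined, as was the value of the slide correlation.

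The number of probes past the adjusted threshold in limma was 0 in the comparison of all arrays and in 20 of 21 alternatives, the methods' t-test included, while 1920 probes passed before adjustment in limma. The exception was 1 probe without control replicate 2, so that the range with a pool left out was 0 to 1. This probe lies outside the naming rule and was singled out after its values were seen. It fell by 2.76 on the log2 scale (adjusted p = 0.0123 from limma) without that pool and fell by 1.71 with it (adjusted p = 0.381), and the smallest adjusted p over the alternatives otherwise lay between 0.101 and 0.943.

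The number past the unadjusted threshold stayed within 1.5 times of 1920 in 17 of 21 alternatives and ranged from 1054 to 2242. It fell to 1054 with the authors' log2 table, of which 979 were among the 1920; the cause was not tested. It fell to 1100 with probes averaged by name, where 7334 names were tested in place of 13059 probes, and to 1258 with 7 spike-ins as a covariate. With a pool left out it ranged from 1142 (without SDPP replicate 3) to 2215 (without control replicate 3). Without a filter 1324 of 28648 probes passed, which is below the 1432 that an even spread of p-values gives, whereas the methods' t-test on the same unfiltered probes, a combination chosen after the data were examined, gave 2053. The slide as a random block gave 2242.

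The share of up-regulated probes had no stable side of 50%. It was 60.4% under the methods' t-test, 46.9% with normexp, 46.3% with the authors' log2 table, 34.7% without a filter, 39.3% with the filter at the 20th percentile, 43.9% by name, and 45.3 to 60.1% with a pool left out (60.1% without control replicate 1). The cause was not tested. Quantile and median normalization gave 51.9 and 50.9%.

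The values gave no clear sign that the pool numbers pair the pools. The deviations of equally numbered pools from their diet means correlated at -0.12, 0.12 and 0.08, which cannot exclude a weak pairing. With the replicate block 2042 probes passed before adjustment and 0 after it in limma, and 42.4% were up-regulated.

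The separation of the diets over all tested probes kept its sign in 14 of 15 alternatives, from 0.00388 to 0.0156 with a pool left out. It reversed to -0.000928 without a filter (exact one-sided p = 0.6) and fell to 0.00141 with the filter at the 20th percentile (exact one-sided p = 0.4), so that in both the diets were no longer the split with the largest separation; the cause was not tested. That rank was also lost without SDPP replicate 1, 2 or 3 (exact one-sided p = 0.2 for each), where 0.1 is the smallest p, and was kept in the other 10 alternatives.

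The 4 named probes kept their direction wherever they were tested. CUST_21219_PI419285025 lost the unadjusted threshold under the methods' t-test, with the same change of 2.99, and the others kept it. Over the alternatives, 447 to 1301 probes past the threshold changed by over 1.5-fold, 90.4 to 98.4% of the probes of one name changed in the same direction, and the first component held 36.6 to 63.4% of the variance. The alternatives for gene families, mucus proteins and Table S1 were not run, as gene names were not paired with probes. Detection limits the large changes. Among probes well above background on all 6 arrays, the largest rise past the threshold was 1.42 and the largest fall -2.76.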

Differences from the paper's values

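The paper reports 194 differentially expressed genes, and 1920 probes passed the same unadjusted threshold here in limma. None of the 19 alternatives set before the data were examined came within 1.5 times of the paper's number, their counts running from 1054 to 2242. The paper's 93 up-regulated genes stand against 970 probes (460 to 1083 over the alternatives), and its 101 down-regulated genes against 950 probes (513 to 1211), again with none of the 19 within 1.5 times. The paper's numbers count genes and those here count probes, but with the probes of a name averaged 1100 of 7334 names still passed. The paper's text gives no rule for its expression filter. Entries of Table S1 matched probes here no more often than by coincidence (14 of 194, against a mean of 18.5 with shuffled p-values). It is therefore open whether the arrays and the filter used here are those behind the paper's values.

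In the paper's Table S1, 1 gene was up-regulated and 13 were down-regulated by more than 1.5-fold. Here 322 up-regulated and 555 down-regulated probes passed the threshold with such a change, and the alternatives gave 117 to 526 and 264 to 822, so that 0 of 19 came within 1.5 times of either of the paper's numbers.

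The largest rise in the paper's Table S1 is 0.64 and the largest fall -1.26, both as log2 fold changes. Here the fitted values were 3.09 and -3.52 on the same scale, and neither is measured well on both sides. The probe that rose was not well above background in any control pool, so that its rise is given only as at least 4.85-fold. This bound leaves out the spread between pools. The probe that fell was well above background in 1 of 3 SDPP pools. Among the probes well above background on all 6 arrays the values were 1.42 and -2.76. Fitted values ranged from 1.42 to 3.96 for the rise and from -4.03 to -2.62 for the fall over the alternatives, where the value of 3.96 also has no control pool well above background, and 0 of 19 differed from the paper's value by less than the standard error.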

Other observations

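The tests with the spike-in RNA were chosen only after the results were seen, and the test of neighbouring spots was decided by a comparison chosen after its value was seen; the other tests were set before the result they measure.

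The split by diet gave more probes past the unadjusted threshold than any other division of the 6 arrays into 3 and 3. It gave 1920, and the other 9 splits gave 191 to 984 in limma and 247 to 807 under the methods' t-test, against 1656 for the diets. The diets were thus the only split (1) of 10 with as many probes. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count. After adjustment all 10 splits gave 0 probes in limma, so the adjusted count does not tell the diets from any other split either; the methods' t-test gave 1 probe in 1 of the other splits.

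The values argue against noise of single probes as the source of the 1920 probes. The other probes of the same name changed in the same direction in 96.0% of the comparisons, where noise would give either direction equally often. The share was also high for the probes called in the other splits, 83.8 to 95.0%. It shows that the differences lie in the pools or arrays and not in single probes, and it does not tell the diet from other differences between the arrays.

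Slide and scan order ran nearly parallel to the diets, with SDPP replicates 1 and 2 scanned before, and control replicates 2 and 3 after, the slide that control replicate 1 shares with SDPP replicate 3. From the 4 arrays with a slide of their own, 701 probes passed the unadjusted threshold of limma. Of these, 84.6% changed in the same direction between the arrays on the shared slide, which a slide or scan effect on the 4 arrays would not produce. For the other 2 ways of dividing the 4 arrays, between whose groups 456 and 461 probes passed, the share was 52.2 and 63.3% (47.8 and 36.7% with the shared arrays exchanged). This argues against slide and scan order as the whole cause, but it rests on 1 pair of arrays and on 2 divisions for comparison.

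Position on the slide is not covered by that test, because every control array lay at position 2 and every SDPP array at position 3, the shared slide included. If uneven hybridization tied to position had caused the differences, neighbouring spots of different probes would share them more than in other splits. The difference between the diets of a spot correlated with the mean of its neighbours at r = 0.172 across spots, which are not independent replicates, and the other 9 splits gave 0.193 to 0.376. The covariance was 0.0188, within the range of the other splits (0.0127 to 0.0294), 3 of which were lower. The other spot of the same probe shared the difference at r = 0.679. The limit first set for this test, an r under 0.1, was not met, and the comparison with the other splits was put in its place after the value was seen. Neighbouring spots therefore do share some of the difference, as in every split, but no more so between the diets. The intensities had already been corrected for spatial trends, so the test could see only unevenness that this correction had left. An effect of position that acts on all spots of a probe alike cannot be told apart from the diet.

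The order of the arrays on the first component may follow the spike-in level, that is, the signal of the spike-in RNA relative to that of the sample. The spike-in was reverse transcribed along with the sample, so a labelling yield common to both cancels in this level. The level of the spike-in RNA relative to the 75th percentile of the array, averaged over 6 spike-ins well above background on every array, correlated with the score at r = -0.856 (exact permutation p = 0.0278, two-sided, n = 6; Spearman's rho -0.71, exact p = 0.136). Over the 3 measures tried, the other 2 being the number of detected spots and the signal of negative controls, the Benjamini-Hochberg adjusted permutation p was 0.0833. Within the diets, over deviations from the diet means, r was -0.92, with the arrays of each diet in exactly inverse order of spike-in level and score (exact permutation p = 0.0278, two-sided, the smallest that the 36 permutations within diets can give; 0.0833 after Benjamini-Hochberg adjustment over the same 3 measures). Without control replicate 2 and SDPP replicate 3, the arrays farthest from the median, r over the remaining 4 arrays was -0.21, a value in which the offset between the diets weighs, as the remaining pair of each diet still ran the same way. The spike-in level was 4.29 ± 0.24 (SD, n = 3) for control and 4.12 ± 0.22 (SD, n = 3) for SDPP (exact permutation p = 0.5, two-sided, where 3 arrays against 3 cannot go below 0.1), which leaves open whether it differs between the diets. A first version with 7 spike-ins gave r = -0.85 (exact permutation p = 0.0292). These values go with an order by spike-in level, but over all 6 arrays they do not pass after adjustment over the 3 measures. Within the diets, the exact permutation p was already the smallest possible, and the other 2 measures had 0.306 and 0.472. The adjusted value therefore could not pass there, and its failure says nothing against an order by spike-in level. The values were also found on the same arrays, so what lies behind the order of the arrays stays open.

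For the probes called between the diets, the spike-in level is an insufficient explanation, and a labelling yield common to spike-in and sample was not tested. With the spike-in level as a covariate, 1447 probes passed the unadjusted threshold of limma and 0 the adjusted one, and 1239 of them were among the 1920. The other 9 splits gave 238 to 851 with the same covariate, and an even spread of p-values would give 653. With the 7 spike-ins tried first the count was 1258.

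The heatmap of called genes may group the arrays by diet because the genes were chosen for differing between the groups that the heatmap then shows. For 9 of the 9 other splits of the same arrays, the probes called between the groups of that split also clustered the arrays by that split, centred or not. A grouping of this kind would appear for any division of the arrays and does not separate the diet from the others. Over all tested probes no such clustering by diet was seen.

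The differences between the diets remain open between an effect of the diet, differences among pools or tanks, and position on the slide. With 3 pools per diet, differences among pools cannot be averaged out, and differences between tanks recur in every pool of a diet. Slide and scan order and the spike-in level were argued against only as the whole cause, so a part played by them also stays open. A labelling yield common to spike-in and sample was not tested. Carry-over of muscle or blood with the skin was not tested, since the files used here do not pair the probes with genes.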
